# Full-Length Laminin-332 Promotes Integrin α3β1-Dependent Cutaneous Wound Closure in a Murine Model

**DOI:** 10.3390/biomedicines14091969

**Published:** 2026-09-01

**Authors:** Pratik Vangal, Mia Cortese, Salima Lalani, Ramon Bossardi Ramos, Whitney M. Longmate

**Keywords:** integrin, laminin, extracellular matrix, re-epithelialization, keratinocyte, wound healing, nerve growth factor

## Abstract

**Background:** Cutaneous wound repair requires rapid re-epithelialization to restore barrier function and protect against infection. This process depends on coordinated keratinocyte migration and proliferation, and its impairment contributes to slow wound healing and increased healthcare burden. Current extracellular matrix (ECM)-based therapies largely target the dermis, while the therapeutic potential of epidermal basement membrane (BM) components remains underexplored. BM protein laminin-332 (LN332) is upregulated after injury and promotes keratinocyte migration. It functions as a key ligand for integrin α3β1, which is highly expressed by basal keratinocytes and further induced after wounding. **Objectives:** We aimed to investigate whether topical application of recombinant full-length LN332 could enhance wound repair in vivo and we examined the requirement for integrin α3β1 in this process. **Methods:** We used a full-thickness murine wound model with topical treatments of LN332 or a vehicle control, combined with a murine model of epidermis-specific integrin α3β1 deletion. **Results:** LN332 treatment accelerates re-epithelialization, and α3β1 is required for this effect. In addition to its direct effects on re-epithelialization, exogenous LN332 modulates several α3β1-dependent genes, including nerve growth factor (NGF). Our current study identifies NGF as an α3β1-dependent and LN332-responsive mediator of keratinocyte migration during wound healing. **Conclusions:** These findings identify the LN332–integrin α3β1-NGF axis as a promising therapeutic target for promoting re-epithelialization and improving healing outcomes.

## 1. Introduction

Following skin injury, epidermal repair is required to restore the skin barrier and protect against infection. In the process of wound re-epithelialization, wound edge keratinocytes proliferate and migrate across the wound bed to facilitate closure. Slow or faulty re-epithelialization increases the risk of infection and chronic wound formation. Clinically, the timely development of improved wound healing therapies is critical, as morbidity and healthcare costs associated with delays in wound healing impose a growing financial and social burden worldwide [1,2,3,4].

Current extracellular matrix (ECM)-based wound therapies focus on the addition of dermal collagen, mainly collagen I, to help restore the dermal matrix [5]. Meanwhile, ECM proteins found in the epidermal basement membrane (BM) have been largely overlooked. Laminin-332 (LN332), a major component of the epidermal BM, comprises the laminin α3, β3 and γ2 subunits. LN332 is upregulated within hours of wounding, deposited by keratinocytes into the provisional matrix, and promotes keratinocyte migration in vitro [6,7]. The full-length, unprocessed laminin γ2 arm of LN332 is required for its stable incorporation into the nascent BM [8].

LN332 is also the major ligand in skin for epidermal integrin α3β1 [9]. Integrins are heterodimeric transmembrane receptors consisting of an α and a β subunit, and are the major receptors for cell adhesion and migration [10]. Integrins are activated through engagement with ECM ligands, and keratinocytes express multiple integrins capable of binding ECM components within the provisional wound matrix [11,12]. Among these, integrin α3β1 is abundantly expressed by basal keratinocytes in the epidermis, is further upregulated following injury, and its functions during wound healing are thought to be largely conserved between rodents and humans [11,13,14,15].

Integrin α3β1 has been shown to mediate keratinocyte migration and polarization in vitro [14,15,16]. Indeed, it was previously observed in in vitro scratch wound assays that mouse keratinocytes expressing α3β1 (MKα3+) display organized, sheet-like migration while mouse keratinocytes lacking integrin α3β1 (MKα3−) fail to display coordinated migration and instead scatter into the open area of the wound [14]. Furthermore, a recent study from our group has shown a requirement for integrin α3β1 in efficient healing of wound epidermis in vivo [17]. In a murine wound model, we showed that induced epidermal deletion of *Itga3*, the gene that encodes the α3 integrin subunit, resulted in reduced wound closure with concomitantly reduced wound keratinocyte proliferation, indicating a critical role for integrin α3β1 in promoting wound re-epithelialization [17].

Since integrin α3β1 promotes cutaneous wound closure, the aim of our study was to determine whether LN332 treatment hastens re-epithelialization, and whether the presence of the integrin α3β1 receptor is required for this effect. Human recombinant, full-length LN332 is commercially available, and its recommended use is to coat culture dishes to support cell growth. Using a full-thickness murine wound model, in combination with inducible *Itga3* knockout, our current study demonstrates that LN332 supports wound re-epithelialization in vivo, and that integrin α3β1 is required for this effect. Our previous work has also established α3β1 as a major regulator of the keratinocyte transcriptome [18,19]. While it is likely that the α3β1-LN332 interaction stimulates keratinocyte migration directly, we also uncovered α3β1-dependent, LN332-responsive gene expression changes that contribute further to this healing effect. For example, nerve growth factor (NGF) has been shown previously to promote wound healing through stimulating epithelial migration [20,21]. Here, we validate keratinocyte-derived NGF as an α3β1-dependent, LN332-responsive factor both in vitro and in vivo, and we confirm NGF as a pro-migratory factor in keratinocytes. These findings demonstrate that the addition of exogenous non-fibrillar ECM components, such as LN332, may be a relevant biomaterial to develop for the wound clinic.

## 2. Materials and Methods

### 2.1. Murine Wound Healing Studies

K14^CreERT^::α3^flx/flx^ mice and wound healing protocols performed in this model were previously described [17,22]. All mice used in these studies were healthy and between 8 and 16 weeks of age. For integrin α3 epidermal knockout (α3eKO) experiments, five and three days prior to wounding, 1 mg of 4-hydroxytamoxifen in 200 μL acetone (4OHT; Caymen Chemical Company, Ann Arbor, MI, USA; iα3eKO) or acetone alone (vehicle control) was applied topically to the backs of shaved mice. For studies in integrin α3β1-expressing control mice, no pretreatment was performed. For the wounding procedure, mice were anesthetized, dorsum shaved, and two full-thickness wounds were created on the back of each mouse using a sterile 4 mm biopsy punch (Integra, Princeton/Plainsboro, NJ, USA), as described [23]. Each wound was topically treated daily for three consecutive days beginning on the day of wounding with 35 μL of 0.1 mg/mL human recombinant full-length LN332 (BioLamina, Sundbyberg, Sweden) or with 35 μL of vehicle (PBS/10% glycine/0.02 NaN_3_) as control. For collagen experiments, wounds were treated with 35 μL of 3.75 mg/mL or 0.1 mg/mL rat tail collagen I (Corning, Corning, NY, USA) or with equal volume of vehicle (0.02 N acetic acid) as control. Wounds were permitted to heal for three days, after which time mice were euthanized by CO_2_ narcosis. Surgically excised wounds were bisected and embedded in OCT (Electron Microscopy Sciences, Morgantown, PA, USA) before freezing. To minimize potential confounding variables, experiments were performed using age-matched animals maintained under the same housing and environmental conditions. Animals were randomly assigned to experimental/treatment groups, and male and female mice were randomized independently in approximately equal proportions. All studies were institutionally approved and conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals.

### 2.2. Histology

Frozen sections were prepared as described [17]. Wound sections of 10 µm were rehydrated in 0.02% Tween-20/PBS for 10 min, fixed in 4% paraformaldehyde/PBS for 5–30 min, permeabilized in 0.4% Triton X-100/PBS for 5–30 min, blocked first in 3% BSA and 0.1% glycine in 0.1% Tween-20 for 30 min followed by a second block in 0.5% BSA, 10% goat serum, and 0.1% Tween-20 for 30–60 min, then stained with anti-α3 integrin subunit (1:750) [24], anti-K14 (1:1000; Biolegend, San Diego, CA, USA), or anti-Ki67 (1:200; Biolegend). Secondary antibodies (1:250; Molecular Probes, Eugene, OR, USA) were Alexa Fluor 488 goat anti-rabbit IgG or Alexa Fluor 594 goat anti-rat IgG. Sections were co-stained with DAPI to mark nuclei. Sections were mounted with ProLong Gold antifade mounting media (Molecular Probes).

### 2.3. Imaging and Quantitation

Micrographs were acquired using a Nikon (Tokyo, Japan) Eclipse 80i microscope equipped with either a Photometrics (Tucson, AZ, USA) Cool Snap ES camera or a Spot camera (Diagnostic Instruments, Sterling Heights, MI, USA). Image quantification was performed using NIS-Elements AR 3.2 or Fiji ImageJ 1.54p software. Wound gap length was determined by measuring the linear distance between opposing migrating epidermal wound edges, as previously described [17]. To quantify epidermal Ki67 positivity, the wound-proximal K14-positive epidermis, encompassing both follicular and interfollicular epidermis, was defined as the region of interest (ROI). Ki67-positive cells were counted within the K14-positive ROI, while total epidermal cell numbers were determined by counting all DAPI-positive nuclei within the same ROI. The percentage of Ki67-positive epidermal cells was calculated by dividing the number of Ki67-positive cells by the total number of epidermal cells and multiplying by 100, as previously described [17]. All imaging and quantitation were performed in a manner blinded to the experimental group.

### 2.4. Public Dataset Mining

A publicly available dataset (GSE28914; intact human skin versus wounded human skin) [25] was interrogated for differential gene expression (DGE) of the following gene panel: *ITGA3*, *ITGB1*, *LAMA3*, *LAMB3*, and *LAMC2*. A unified bioinformatics pipeline was developed using Python (v3). The upstream differential expression (DE) profiles, including log2 fold-changes and adjusted *p*-values, were derived from the National Center for Biotechnology Information (NCBI, Bethesda, MD, USA) Gene Expression Omnibus (GEO) data repository using the standard Web-based GEO2R pipeline (R 4.2.2, Biobase 2.58.0, GEOquery 2.66.0, limma 3.54.0). Significance was defined using Benjamini–Hochberg False Discovery Rate (FDR) adjusted *p*-values: **, *p* < 0.01; ***, *p* < 0.001. Heatmaps were rendered with Seaborn and Matplotlib using a Blue–White–Red colormap topology centered symmetrically at zero.

### 2.5. Cell Culture

Immortalized mouse keratinocytes lacking α3 integrin (MKα3−) and MK cells expressing α3 integrin (MKα3+; MK−/− cells reconstituted with human α3 integrin) have been previously described [26,27]. MK cells were cultured on collagen-coated dishes in supplemented low-calcium Minimum Essential Medium (MEM; Thermo Fisher Scientific, Waltham, MA, USA) and maintained at 33 °C in an atmosphere containing 8% CO_2_, as previously described [26,28]. For in vitro LN332 treatments, plated MKα3− and MKα3+ cells were incubated in MK culture medium supplemented with 0.02 mg/mL LN332 (BioLamina) or an equal volume of vehicle control (PBS/10% Glycine/0.02 NaN_3_) for 16–24 h, then processed for mRNA or protein analysis.

### 2.6. Immunoblotting

Whole-cell lysates were collected using a diluted 5× passive lysis buffer (Promega, Madison, WI, USA) with phosphatase and protease inhibitors (Roche, Basel, Switzerland) for protein detection. Immunoblotting was performed utilizing the following primary antibodies: anti-α3 integrin [24] (1:1000), anti-NGF (1:500; Abcam, Cambridge, UK, cat. # ab52918), anti-phospho-Erk1/2 (1:1000; Cell Signaling Technology, Danvers, MA, USA; cat. # 9101), anti-GAPDH (1:2000; Thermo Fisher Scientific; cat. # AM4300), or anti-ERK2 (1:1000; Santa Cruz Biotechnology, Dallas, TX, USA; cat. # sc-1647). Secondary antibodies used were HRP-conjugated donkey anti-mouse IgG (1:2000; Thermo Fisher Scientific; cat. # SA1-100) or donkey anti-rabbit IgG (1:2000; Thermo Fisher Scientific; cat. # SA1-200). Chemiluminescent signals were detected using a Bio-Rad ChemiDoc MP imaging system with Image Lab 6.0.1 build 34 software (Bio-Rad, Hercules, CA, USA). Band intensities were quantified using the “Volume Tools” function and normalized to the corresponding loading control.

### 2.7. siRNA Transfection

MKα3+ cells were seeded on collagen-coated 6-well dishes in full medium 24 h prior to transfection. Transfection was performed using Lipofectamine RNAiMAX (Life Technologies, Carlsbad, CA, USA). Two siRNAs targeting *Ngf* (20 nM; Integrated DNA Technologies, Coralville, IA, USA) were used: siRNA#1 5′-UGUUCUACACUCUGAUCACUGCGTT-3′ and siRNA#2 5′-GUCAAGGCGUUGACAACAGAUGAGA-3′, and a non-targeting siRNA was used as control. After 72 h, confluent cultures were used in downstream scratch wound migration experiments and then RNA was isolated to assess knockdown by RT-qPCR.

### 2.8. In Vitro Scratch Wound Migration Assays

MK cells (either native or siRNA transfected, depending on the experiment) were grown to confluence on collagen-coated tissue culture dishes. Cultures were serum-starved overnight, scratch wounded with the narrow end of a 200 μL pipette tip, then rinsed several times with PBS to dislodge remaining cells. Phase images were collected just after scraping (T_0_) on a Nikon Eclipse 80i using a Spot camera (Diagnostic Instruments). For LN332 scratch wound studies, culture medium was replaced and supplemented with either 0.02 mg/mL LN332 (BioLamina) or an equal volume of vehicle control (PBS/10% Glycine/0.02 NaN_3_). For *Ngf* knockdown scratch wound studies, cultures were replaced with full culture medium absent LN332 to assess the role of NGF independently. Cultures were replaced into culture incubator, then phase images were collected at a single final timepoint 18 h (T_18_) or 24 h (T_24_) post-scraping, depending on the experiment. NIS Elements AR 3.2 software was used for quantitation. First, wound area was determined at each timepoint (T_0_ and T_18/24_) by drawing a polygon to outline the “open” wound and using the area tool. Percent wound closure was then calculated with the following equation: ((Area T_0_ − Area T_18/24_)/Area T_0_) × 100. Relative wound closure was calculated when data were normalized by the daily average to account for variability by day. Quantitation was performed in a manner blinded to experimental group.

### 2.9. Trametinib Treatment of MK Cultures

MKα3+ cells were treated with 200 nM of a Mitogen-Activated Protein Kinase (MEK) inhibitor, trametinib (Cayman Chemical, Ann Arbor, MI, USA; cat. # 16292), for 72 h in MK culture medium, or left untreated as a control. Protein was isolated for immunoblotting, as described above, and MEK inhibition was confirmed with phospho-ERK immunoblots.

### 2.10. RNA Sequencing

Trizol-based RNA extraction and RNA sequencing of MKα3− and MKα3+ cells with either vehicle or laminin treatment (at 0.02 mg/mL as described above) were conducted by Genewiz (Azenta Life Sciences, Burlington, MA, USA; data available at the GEO repository, accession number GSE336489). Downstream analyses were performed by the Bioinformatics Core at Albany Medical College. High-throughput sequencing was performed on an Illumina (San Diego, CA, USA) NovaSeq X Plus system. Sequencing reads were mapped to the mouse reference genome mm10 using the align function from Rsubread v2.10.5 with default settings [29]. Gene-level read counts were obtained with featureCounts using the built-in Entrez gene annotation, and gene symbols were assigned based on NCBI annotation. Lowly expressed genes were removed by retaining genes with counts per million (CPM) greater than 0.5 in at least three samples. Raw counts were converted to log2-CPM values and normalized by the trimmed mean of M-values method implemented in edgeR 4.10.0 [30]. Differential gene expression was performed using the limma-voom workflow, followed by empirical Bayes moderation [31]. Genes were considered differentially expressed when they met an adjusted *p*-value threshold of <0.05 and an absolute log2 fold-change > 0.5.

### 2.11. Isolation of RNA and RT-qPCR

The RNeasy Plus Mini Kit (Qiagen, Hilden/Duesseldorf, Germany) was used to isolate total RNA from MK cells, then cDNA was synthesized using iScript Reverse Transcription Supermix (Bio-Rad). RT-qPCR was performed with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) on a Bio-Rad CFX96 Touch thermocycler with CFX Maestro 1.1 (v 4.1.2433.1219) software with the following conditions: 95 °C for 2 min (1 cycle); 95 °C for 5 s and 60 °C for 30 s (39 cycles); melt curve analysis from 65 to 95 °C, with 0.5 °C increments every 5 s. Primer sequences for *Ngf* were as follows: 5′-CAGTGAGGTGCATAGCGTAAT-3′ and reverse 5′-CTCCTTCTGGGACATTGCTATC-3′. The geometric mean of three reference genes (*Ppia*, *Tbp*, and *Nono*; Bio-Rad) was used for normalization and relative mRNA levels were calculated using the 2^−(ΔΔ*C*_t_)^ method [32].

### 2.12. RNA In Situ Hybridization (ISH)

Ten µm-thick tissue cryosections were fixed in 4% PFA for 1 h, dehydrated through a graded ethanol series (50%, 70%, and 100%; 5 min each), treated with hydrogen peroxide for 10 min, and subsequently permeabilized with Protease IV for 20 min. RNA ISH was performed using the RNAscope Fluorescent Multiplex V2 kit from Advanced Cell Diagnostics (a Bio-Techne brand, Singapore; cat. #323110). Sections were incubated for 2 h at 40 °C with probes targeting *Ngf* mRNA (cat. #446331-C3) or *Krt14* mRNA (cat. #422521-C1), the latter used to identify keratinocytes. Positive technical controls targeting murine housekeeping genes and negative controls targeting bacterial genes were included in all experiments (Advanced Cell Diagnostics, Newark, CA, USA). Signal amplification and horseradish peroxidase (HRP) development were performed according to the manufacturer’s instructions. Sections were counterstained with DAPI to visualize nuclei and mounted with ProLong Gold Antifade Reagent (Thermo Fisher Scientific). Images were acquired as described above, and mRNA puncta were quantified using Fiji ImageJ 1.54p (NIH) with the “Analyze Particles” function. Total *Ngf* mRNA signal was normalized to cell number within the selected wound ROI. Quantitation was performed in a manner blinded to the experimental group.

### 2.13. Statistical Analysis

Data are presented as mean ± standard error of the mean (SEM). For in vivo studies, data points represent a wound from an animal. Since each wound is independently created, treated, and analyzed, the wound is considered the experimental unit, as accepted for murine excisional wound healing studies [33]. For wound studies, each test group consisted of at least 6 mice with two wounds each, for a total of at least 12 wound samples, which provides adequate power (>80%) to detect changes larger than one standard deviation, *p* < 0.05 based on published murine wound studies analyzing epidermal phenotypes in integrin-deficient mice [23,34,35,36]. Throughout these studies, two wounds in total were removed due to inclusion of bedding material into the wound that may confound healing parameters. Normality of the data was established by the Shapiro–Wilk normality test. For in vitro studies, data points represent experimental replicates. Experimental groups were compared using Student’s *t*-test or one-way ANOVA with multiple comparisons, as appropriate. All data analyses, including normality tests, were performed using GraphPad Prism version 9.0 for Windows.

## 3. Results

### 3.1. Topical Treatment with LN332 Stimulates in Vivo Murine Wound Closure in an Integrin α3β1-Dependent Manner

To test the efficacy of topical LN332 treatment in cutaneous wound healing, and to assess the requirement of its receptor integrin α3β1 in this process, we used young adult K14Cre-ERT::α3flx/flx mice [22] with epidermal α3β1 expression intact (control mice; Figure 1) or with tamoxifen-induced deletion of epidermal α3β1 (α3eKO mice; Figure 2). Immunofluorescence staining revealed efficient deletion of α3β1 from the epidermis of tamoxifen-treated α3eKO skin compared to controls (Figure S1).

It is worth noting that “wound closure” generally refers to the overall restoration of tissue integrity, while “re-epithelialization” is the primary regenerative step in the process of wound closure where the epidermis is restored. Our studies assess the success of re-epithelialization, a critical component of wound closure, over a fixed period of time by measuring the “wound gap,” or the unclosed length between the two edges of a wound. For example, the smaller the wound gap remaining, the further along re-epithelialization has progressed, which is indicative of improved wound closure.

First, full-thickness 4 mm punch wounds were made on the backs of integrin α3β1-expressing control mice, and the wounds were topically treated daily with recombinant LN332 or with vehicle as a control for three consecutive days as they healed. Wound gap measurements revealed that LN332-treated wounds showed significantly increased wound closure (i.e., smaller wound gaps) compared with vehicle-treated wounds, indicating enhanced re-epithelialization (Figure 1A,B).

The re-epithelialization process involves the coordinated migration of keratinocytes across the wound bed. Additionally, the proliferation of wound edge keratinocytes, which mainly occurs in the stem compartments within hair follicle bulges, increases the number of keratinocytes available to migrate, further promoting re-epithelialization [37]. Ki67 immunofluorescence suggested a trend toward increased wound-proximal epidermal proliferation in LN332-treated wounds compared to vehicle-treated wounds, although it did not reach statistical significance (*p* = 0.06) (Figure 1C,D). Together, these data indicate that wound closure enhancement seen in the LN332-treated wounds may be primarily attributed to increased keratinocyte migration, rather than proliferation.

Next, the same experiment was performed on α3eKO mice which lack expression of epidermal integrin α3β1, a major receptor in skin for LN332. In wounds of α3eKO mice, no significant difference was observed in wound gap size (Figure 2A,B) or in wound-proximal epidermal proliferation (Figure 2C,D) between vehicle- and LN332-treated wounds. This indicates that expression of integrin α3β1 is required for the pro-healing effect of LN332 wound treatment that was observed in control mice (Figure 1).

Interestingly, interrogation of a publicly available dataset (GSE28914) from human tissue revealed that mRNA levels of all subunits of both integrin α3β1 and LN332 (i.e., *ITGA3*, *ITGB1*, *LAMA3*, *LAMB3*, and *LAMC2*) are upregulated in healing wounds compared to intact skin (Figure S2), indicating that the α3β1-LN332 axis is relevant to human cutaneous wound healing.

Collagen is an ECM component that is commonly used as an addition to wound dressings to support healing [38]. Therefore, we tested the effect of topically applied collagen I on wound gap size of control mice wounds, as was done for LN332 (Figure 1). When used at the same concentration as LN332 (0.01 mg/mL), collagen treatment did not change wound gap size compared to vehicle control (Figure S3). However, a trend towards a healing benefit was observed with high concentration (3.75 mg/mL) collagen treatment, as indicated by reduced wound gap size (*p* = 0.074), compared to vehicle control (Figure S3).

### 3.2. RNA Sequencing of Keratinocytes Identifies Gene Expression Changes That Are α3β1-Dependent and LN332-Responsive

Since our in vivo data showed that LN332 treatment promoted integrin α3β1-dependent wound re-epithelialization (Figure 1), we aimed to develop an in vitro model to interrogate LN332-responsive changes to the keratinocyte transcriptome. We determined that treatment of MKα3+ cells with LN332-containing culture medium supported faster in vitro scratch wound closure (Figure S4), recapitulating our in vivo findings. Next, we treated MKα3− and MKα3+ cells with either LN332 or vehicle as control and sent the samples for RNA sequencing. 

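MKα3− cells are immortalized mouse keratinocytes that lack the α3 integrin subunit, and MKα3+ cells are the same line with human α3 put back. Each line was treated with LN332 at 0.02 mg/mL or with vehicle for 16 to 24 h, and RNA from 4 replicates of each of the 4 groups was sequenced. The authors mapped the reads to the mouse genome mm10 with Rsubread, counted them per gene with featureCounts on its built-in Entrez annotation, and deposited the raw counts of 14474 genes in 16 libraries. The total count per library was between 27327730 and 28325042 (median 27975396) in vehicle-treated MKα3− cells and between 21735708 and 29338370 (median 26751478) in LN332-treated MKα3− cells. It was between 24235758 and 27369778 (median 25905964) in vehicle-treated MKα3+ cells and between 25204879 and 27767127 (median 26131372) in LN332-treated MKα3+ cells. After the paper's methods, the counts were normalized by the trimmed mean of M-values (TMM) and tested with limma-voom. A gene was counted as differentially expressed at an adjusted p-value under 0.05 (Benjamini-Hochberg) with an absolute log2 fold change over 0.5. The methods do not state which libraries were fitted together, and here the 16 libraries entered a single fit. Every gene in the table already had more than 0.5 CPM in at least 6 libraries, so the low-expression filter of the methods removed 0 genes.
The targeted gene, *Itga3* (Entrez 16400, chromosome 11, 95044475 to 95076844 in mm10), had between 4530 and 8830 counts in every library. Its level was 259 ± 42.4 CPM (SD, n = 4) in vehicle-treated MKα3− cells and 277 ± 46.8 CPM (SD, n = 4) in vehicle-treated MKα3+ cells, a log2 fold change of 0.09 (SE 0.15, adjusted p = 0.694 from limma-voom). This count does not tell the lines apart. The restored α3 is human and the reads were mapped to mouse, which bears on MKα3+ cells only, and why mouse *Itga3* was counted in MKα3− cells was not tested. The first principal component, with 55.5% of the variance, separated the 8 MKα3+ libraries from the 8 MKα3− libraries. The replicate numbers are shared by the 4 groups. Deviations from the group means had a mean correlation of 0.233 between libraries with the same number and of -0.0733 between libraries with different numbers, so the sizes of the main gene lists and the responses of *Sox11*, *Nedd9* and *Cavin3* are also given from a fit with the replicate number as a block.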

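In vehicle-treated cells, 2676 of the 14474 genes were differentially expressed between MKα3+ and MKα3− cells, 1582 higher and 1094 lower in MKα3+ cells. In LN332-treated cells, 2987 genes were differentially expressed, 1696 of them higher and 1291 lower. Of these, 2178 genes were shared by the vehicle and LN332 comparisons, and all 2178 changed in the same direction in both. With the replicate number as a block, the counts were 3056 genes in vehicle and 3393 genes in LN332. Raising the minimum absolute log2 fold change to 1 lowered the vehicle count to 1362, of which 899 genes were higher in MKα3+ cells. With the median change of the 20-Mb region around each gene subtracted, 2222 genes passed in vehicle.
The largest increases without overlap between the groups were in *Gatm*, *Krt19* and *Rin3*. *Gatm* (Entrez 67092, chromosome 2, 122594473 to 122611277) was at 51.9 ± 1.80 CPM (SD, n = 4) in MKα3+ cells and 0.801 ± 0.571 CPM (SD, n = 4) in MKα3− cells, a log2 fold change of 6.29 (SE 0.36, adjusted p = 1.80e-09 from limma-voom). *Krt19* (Entrez 16669, chromosome 11, 100140810 to 100145926) was at 358 ± 38.6 CPM and 6.33 ± 1.76 CPM, with a log2 fold change of 5.87 (SE 0.23, adjusted p = 3.12e-11). For *Rin3* (Entrez 217835, chromosome 12, 102282840 to 102390854) the log2 fold change was 5.72 (SE 0.26, adjusted p = 9.67e-11). The largest decreases were in *Dsc3*, *Slc25a13* and *Akip1*. *Dsc3* (Entrez 13507, chromosome 18, 19960930 to 20002410) fell from 74.2 ± 25.3 CPM to 0.362 ± 0.227 CPM, a log2 fold change of -7.81 (SE 1.04, adjusted p = 2.35e-05), with 112 CPM in MKα3− replicate 3 and between 57.0 and 64.7 CPM in the other replicates. *Slc25a13* (Entrez 50799, chromosome 6, 6041218 to 6217304) had a log2 fold change of -7.06 (SE 0.38, adjusted p = 8.93e-10). *Akip1* (Entrez 57373, chromosome 7, 109703678 to 109712186) had a log2 fold change of -6.74 (SE 0.54, adjusted p = 6.83e-08), and its exons overlap those of BC051019 on the opposite strand, so reads could have been divided between the pair.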

Consistent with α3β1 being a regulator of the keratinocyte transcriptome [18], a large subset of MK genes (880) was α3β1-dependent. Since keratinocytes make and secrete endogenous LN332 [6,7], we expected that a rather small subset of genes would respond to treatment with exogenous LN332. Indeed, a small subset (19 genes) was found to be responsive to exogeneous LN332 treatment, and only 7 of these genes were also α3β1-dependent (Figure 3A,B), suggesting that the remaining 12 genes may involve other LN332 receptors (e.g., integrin α6β4). 

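LN332 treatment changed 27 genes in MKα3+ cells, 25 higher and 2 lower. Of the 27 genes, 14 were also α3β1-dependent in vehicle-treated cells and 13 were not. This split rests in part on the minimum fold change. With no minimum in either list, 21 of 30 LN332-responsive genes were α3β1-dependent. The 14 genes include *Sox11*, *Nedd9*, *Cavin3*, *Dbn1*, *Cdc42ep3* and *Ccn2* of Fig. 3B. Of the 14 genes, 11 were higher both in MKα3+ cells and with LN332, and *Phlda1* and *Muc16* were lower in MKα3+ cells. A transcript on the opposite strand overlaps exons of *Phlda1*, so its count is uncertain. In MKα3− cells, LN332 changed 44 genes, 35 higher and 9 lower, and 6 genes were shared by the 2 lists.
With the replicate number as a block, LN332 changed 218 genes in MKα3+ cells (146 higher and 72 lower) and 259 in MKα3− cells (157 higher and 102 lower), and 106 genes were both α3β1-dependent and LN332-responsive. The 14 genes were all among the 106. The count in MKα3+ cells was 3 with library size alone in place of TMM and 454 with sample quality weights, and 0 in 4 of the fits that left out a library, those without MKα3+ vehicle replicate 2 or 4 or MKα3+ LN332 replicate 3 or 4.
Among the 27 genes, the largest increases in MKα3+ cells were in *Ccn2*, *Muc16*, *Serpinb2*, the gene with Entrez identifier 100861595 and *F3*, with log2 fold changes from 1.45 to 1.01. The gene given by its identifier was not matched to the annotation used for overlaps, so its overlaps are not known. *Serpinb2* (Entrez 18788), which is outside the overlap, had a log2 fold change of 1.08 (SE 0.17, adjusted p = 0.0262 from limma-voom) in MKα3+ cells and of 0.99 (SE 0.16, adjusted p = 0.0269) in MKα3− cells, and its exons overlap those of *Serpinb10* on the same strand. *F3*, also outside the overlap, had log2 fold changes of 1.01 (SE 0.19, adjusted p = 0.0466) and 0.64 (adjusted p = 0.154) in the 2 lines. The 2 genes that fell in MKα3+ cells were *Dtx4*, with a log2 fold change of -0.69 (SE 0.14, adjusted p = 0.0466), and *Sdf2l1*, with -0.57 (SE 0.11, adjusted p = 0.0466).
All 27 genes had the same sign of change in MKα3− cells, and all 44 genes of the MKα3− list had the same sign in MKα3+ cells. The change was larger in MKα3+ than in MKα3− cells for 20 of the 27, and larger in MKα3− cells for 41 of the 44. Each list was selected by its change in that same line, which by itself favours a larger change there. These counts therefore do not show a response specific to either line. A test of the difference between the 2 responses (the interaction of LN332 and α3) gave 0 genes with an adjusted p-value under 0.05, with or without the replicate number as a block. At an unadjusted p-value under 0.05 it gave 164 genes without the block and 517 with it, against 724 expected by chance if no gene differed, while a fit of the paired differences gave 941 genes and again 0 after adjustment. The counts of 164 and 517 are under the chance number, so these fits may have missed differences. Their 0 genes do not show that the lines respond equally.

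**Figure D1:**
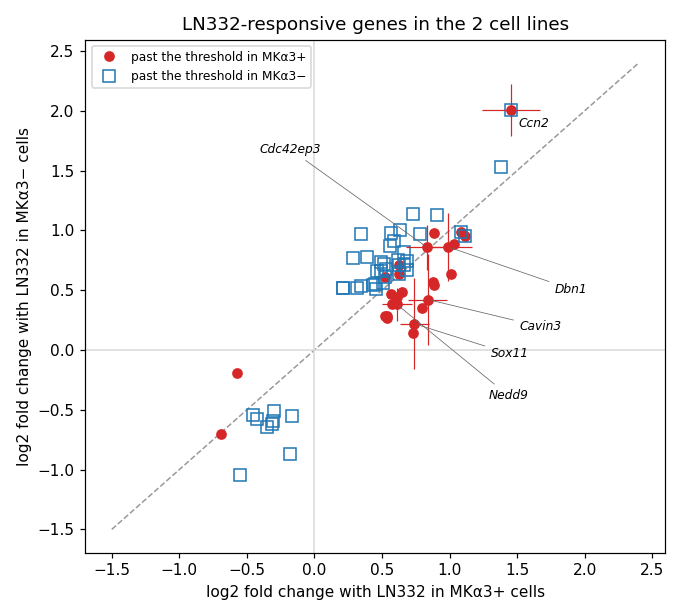
Log2 fold change with LN332 in MKα3+ cells (horizontal axis) and in MKα3− cells (vertical axis) for the 27 genes past the threshold in MKα3+ cells (filled circles) and the 44 past it in MKα3− cells (open squares), where error bars give the SE for 6 genes of Fig. 3B and the dashed line marks equal change. Every gene lies in the upper right or the lower left of the plot, and *Ccn2* is farthest out at 1.45 and 2.01.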

Four genes—Sox11, Nedd9, NGF, and Cavin3—exhibited a response to LN332 in MKα3+ cells, but not in MKα3− cells (Figure 3C). 

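*Sox11* (Entrez 20666, chromosome 12, 27334268 to 27342718) rose from 39.1 ± 3.03 to 65.4 ± 7.40 CPM (SD, n = 4) with LN332 in MKα3+ cells, a log2 fold change of 0.74 (SE 0.11, adjusted p = 0.0221 from limma-voom). In MKα3− cells it was at 0.798 ± 0.205 CPM with vehicle and 1.02 ± 0.447 CPM with LN332 (SD, n = 4), a log2 fold change of 0.22 (SE 0.38, adjusted p = 0.859 from limma-voom). *Nedd9* (Entrez 18003, chromosome 13, 41309916 to 41487362) rose from 42.0 ± 1.79 to 64.4 ± 8.47 CPM in MKα3+ cells, a log2 fold change of 0.61 (SE 0.11, adjusted p = 0.0453), and from 13.4 ± 1.67 to 17.6 ± 2.86 CPM in MKα3− cells, a log2 fold change of 0.38 (SE 0.14, adjusted p = 0.236). *Cavin3* (Entrez 109042, chromosome 7, 105480616 to 105482197) rose from 94.6 ± 14.3 to 169 ± 23.4 CPM in MKα3+ cells, a log2 fold change of 0.84 (SE 0.14, adjusted p = 0.0357), and was at 1.86 ± 0.582 and 2.69 ± 1.30 CPM in MKα3− cells, a log2 fold change of 0.42 (SE 0.38, adjusted p = 0.670). An antisense transcript overlaps exons of *Nedd9*, another transcript on the opposite strand overlaps *Cavin3*, and the paper's methods do not name a strand setting for the counting, so the reads of these genes could include reads of their neighbours.
In MKα3+ cells every LN332-treated library was above every vehicle-treated library for each of the 3 genes, and a two-sided exact permutation test of the CPM gave p = 0.0286 for each, the smallest p that 4 libraries against 4 allow. In MKα3− cells the same exact permutation test gave p = 0.343 for *Sox11*, 0.0571 for *Nedd9* and 0.343 for *Cavin3*. With the replicate number as a block, the adjusted p-values from limma-voom in MKα3+ cells were 0.00155 for *Sox11*, 0.00554 for *Nedd9* and 0.00137 for *Cavin3*, and in MKα3− cells they were 0.590, 0.0623 and 0.219. With a correction for GC content and length beside the block, *Nedd9* in MKα3− cells had an adjusted p of 0.0439 from limma-voom at a log2 fold change of 0.42, under the minimum of 0.5. In limma-voom, a difference in the response between the lines was not shown on the log2 scale. Across all genes, this interaction gave fewer small p-values than expected by chance, so it may have missed differences. The difference, MKα3+ minus MKα3−, was 0.52 (SE 0.39) for *Sox11*, 0.23 (SE 0.18) for *Nedd9* and 0.42 (SE 0.40) for *Cavin3*, with an adjusted p-value of 0.9999 for each, and of 0.435, 0.435 and 0.474 when adjusted over 6 genes of Fig. 3B alone. An exact permutation of the paired differences between the lines, added after the values were seen, gave p = 0.0286 for each gene on CPM. That is the smallest p this design allows, and an equal fold change gives a larger rise in CPM from a higher start. On log2(CPM + 1) the permutation gave p = 0.0286 for *Sox11*, 0.2 for *Nedd9* and 0.0571 for *Cavin3*. The added 1 shrinks the changes of *Sox11* and *Cavin3* in MKα3− cells, where both are low. With edgeR's quasi-likelihood test the adjusted p-values in MKα3+ cells were between 0.0696 and 0.138, and with library size alone between 0.0516 and 0.0747.
All 3 genes were higher in vehicle-treated MKα3+ than in vehicle-treated MKα3− cells, with log2 fold changes of 5.61 (SE 0.28) for *Sox11*, 1.66 (SE 0.13) for *Nedd9* and 5.70 (SE 0.30) for *Cavin3*, and with adjusted p-values of at most 4.51e-08. From a significant rise with LN332 in MKα3+ cells and no significant difference in MKα3− cells (Fig. 3C), the paper states that *Sox11*, *Nedd9* and *Cavin3* respond to LN332 in the first line but not in the second.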

Interestingly, all four of these genes have been linked, directly or indirectly, to the regulation of cell migration/motility in different contexts [39,40,41,42,43].

### 3.3. Keratinocyte-Derived NGF Is an α3β1-Dependent, LN332-Responsive Factor That Promotes Keratinocyte Migration In Vitro

NGF is of particular interest, since NGF levels are often reduced in non-healing wounds, and NGF treatment has been shown to increase the rate of wound closure in several wound models [44,45]. Consistent with the RNAseq data, quantitative real-time RT-PCR showed that *Ngf* mRNA levels are enhanced in MKα3+ cells compared to MKα3− cells, and that MKα3+ cells showed further *Ngf* mRNA enhancement with LN332 treatment, while MKα3− cells did not (Figure 4A,B). Consistently, a similar result was observed at the protein level by immunoblotting for NGF (Figure 4C,D).

Next, we used an siRNA approach to knockdown *Ngf* in MKα3+ cells, then performed a scratch wound assay to determine whether *Ngf* depletion reduces keratinocyte migration in vitro. Treatment of MKα3+ cells with *Ngf* siRNAs #1 and #2 significantly decreased the level of *Ngf* mRNA compared to a non-targeting control (NTC; Figure 5A). *Ngf* siRNA #1 and #2 yielded a 95% and 97% knockdown efficiency of *Ngf*, respectively, at the mRNA level (Figure 5A). Scratch wound closure over a 24 h period was significantly reduced in keratinocytes with *Ngf* knockdown compared to NTC (Figure 5B,C), indicating that NGF is required for efficient keratinocyte migration.

Treatment of keratinocytes with an activating ERK peptide was shown to promote keratinocyte migration in vitro and in a wound model in vivo [46]. Since ERK signaling is activated by integrin α3β1 in keratinocytes [47], and NGF has been shown to be regulated by ERK signaling in another context [48], we aimed to determine if NGF expression by keratinocytes is regulated by ERK signaling. Treatment of MKα3+ cells with the MEK/ERK inhibitor trametinib significantly reduced the level of pERK, indicating successful inhibition (Figure S5A,B). Concomitant with ERK inhibition, we observed reduced NGF level (Figure S5C,D), indicating that ERK signaling regulates NGF expression in keratinocytes, which is consistent with the LN332-integrin α3β1-ERK-NGF signaling axis that regulates keratinocyte migration.

### 3.4. Epidermal NGF Is α3β1-Dependent and LN332-Responsive in Murine Wounds In Vivo

Finally, we aimed to evaluate whether NGF expression is α3β1-dependent and LN332-responsive in vivo by evaluating our murine wounds (described in Figure 1). Since several stromal cell types may contribute NGF to the wound microenvironment, we used RNAScope ISH, which allows for the visualization of single-molecule mRNA within tissue [49], to assess *Ngf* mRNA expression specifically within the wound epidermis (Figure 6A). Analysis of wound cryosections with a probe set specific for murine *Ngf* mRNA showed that this transcript was reduced substantially in the epidermis of α3eKO wounds compared with control wounds, and that LN332 treatment stimulated *Ngf* transcript above the level of vehicle treatment specifically in α3β1-expressing control wounds (Figure 6B,C). This finding shows that epidermis-derived NGF is α3β1-dependent and LN332-responsive in wounds in vivo. Overall, our findings indicate that LN332 treatment supports cutaneous wound closure in α3β1-competent epidermis, and that resulting gene expression changes in wound keratinocytes, such as the upregulation of the pro-healing factor NGF may in part underlie this effect.

## 4. Discussion

A deeper understanding of the mechanisms that support wound re-epithelialization is essential for developing strategies to accelerate wound closure and, in turn, prevent infection or the development of chronic wounds. During re-epithelialization, leading-edge keratinocytes deposit LN332 into the provisional BM, facilitating α3β1-dependent keratinocyte migration, and previous studies have shown that keratinocyte migration and polarization in vitro and wound re-epithelialization in vivo are regulated by integrin α3β1 [14,15,16,17]. Utilizing in vitro cell culture models and in vivo murine wound models, the current study finds that exogenous LN332 treatment supports keratinocyte migration and wound re-epithelialization, and that expression of integrin α3β1 by keratinocytes is required for this effect (Figure 1 and Figure 2). These findings demonstrate that topical treatment of wounds with full-length LN332 is sufficient to support re-epithelialization, likely via a LN332-α3β1 interaction that stimulates α3β1-dependent keratinocyte migration.

Additionally, our previous studies have shown that epidermal integrin α3β1 is a key regulator of the keratinocyte transcriptome and secretome [18,22]. Our current work shows that a small subset of the keratinocyte integrin α3β1-dependent transcriptome is also responsive to exogenous LN332 treatment (Figure 3) and may help support keratinocyte migration. It is important to note that keratinocytes make and secrete LN332 [6,7]. Therefore, the genes we call “LN332-responsive” are responding to treatment with additional recombinant LN332 and likely represent a small fraction of the genes that are regulated by the endogenous LN332-α3β1 axis. 

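Of the genes that were α3β1-dependent in vehicle-treated cells, 0.523% also responded to LN332 in MKα3+ cells. This share, 14 of 2676 genes, depended on the processing. It was 106 of 3056 genes with the replicate number as a block and 234 of 3249 with sample quality weights. With library size alone it was 1 of 2646. Seen from the other list, 51.9% of the LN332-responsive genes were α3β1-dependent, against 18.5% of all genes tested (odds ratio 4.77, p = 9.31e-05 from a two-sided Fisher's exact test across genes, which are not independent replicates). With α3β1 dependence taken from LN332-treated in place of vehicle-treated cells, the overlap was 18 genes. Taking the LN332 response as the average of both cell lines gave 196 responsive genes, 133 higher and 63 lower, and an overlap of 80 genes. That balance depended on the normalization and weighting, with 84 higher and 174 lower with library size alone, and 221 higher and 243 lower with sample quality weights. With the replicate number as a block, the averaged response held 363 genes.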

NGF, Sox11, Nedd9, and Cavin3 are the four genes that we identified as α3β1-dependent and LN332-responsive, and they have all been implicated in regulating cellular migration in different contexts [39,40,41,42,43]. Due to the previously described role for NGF in supporting wound healing [44,45], we validated this factor as α3β1-dependent and LN332-responsive in vitro and in vivo in the current study (Figure 4 and Figure 6). We further showed that NGF is required for efficient keratinocyte migration in an in vitro scratch wound assay (Figure 5). These data indicate that transcriptomic changes, such as upregulation of NGF, may further stimulate keratinocyte migration beyond a direct integrin-based migratory mechanism. However, future studies are needed to fully elucidate the biological importance of transcriptionally regulated elements in mediating keratinocyte migration and wound closure within the LN332–integrin α3β1 axis of epithelial repair.

An earlier study reported that topical LN332 treatment of murine diabetic wounds did not improve wound closure [50], possibly reflecting differences in diabetic versus non-diabetic wound healing or differences in the LN332 preparations used. For example, our studies utilized recombinant full-length LN332 while the previous study used LN332 derived from primary human foreskin keratinocytes [50]. The latter study ensured that the purified LN332 retained the necessary globular α3 laminin subunit domains required for binding to integrin α3β1. However, since full-length LN332 was not available at that time, the approach did not consider other potentially important domains, such as the cleavable γ2 laminin subunit domains required for incorporation into the epidermal BM [8]. Indeed, the authors of that study conceded that application of precursor LN332 may be necessary to improve wound healing [50], and concluded that future studies will be necessary to determine if stable incorporation of exogenous LN332 is required for its ability to stimulate integrin-dependent migration in vivo. Furthermore, the previous approach involved antibody conjugating the LN332 to a Tegaderm wound dressing [50], which may have further compromised the ability of LN332 to collect within the provisional wound matrix to stimulate integrin-dependent keratinocyte migration. More recently, however, a 12 amino acid sequence in the laminin α5 subunit globular domain, which is not present in LN332, was demonstrated to be sufficient to accelerate healing of murine diabetic wounds [51], suggesting that thoughtful laminin-inspired peptide development may also provide benefit and that full-length laminins may not be required in all cases.

Our current study demonstrates that LN332 supports acute wound closure, indicating potential utility of exogenously added LN332 as a wound therapy. While future studies are needed to determine the efficacy of full-length LN332 treatment in chronic or diabetic wound models, it is important to note the following studies that indicate the potential efficacy of LN332 treatment across wound pathologies. Gentamicin was shown to induce LN332 and improve wound healing in patients with junctional epidermolysis bullosa, a blistering skin disorder [52]. Moreover, reduced deposition of LN332 was observed in slow-healing irradiated skin in a rat model [53], indicating that aberrancies in LN332 deposition underlie some slow-to-heal wounds. These studies indicate that LN332-based wound therapies may have a broad relevance.

Other future studies should evaluate the impact of LN332 treatment on the wound healing process beyond re-epithelialization, including assessment of the quality and integrity of the nascent basement membrane, granulation tissue formation, collagen deposition, and wound inflammation. Interestingly, our earlier work has demonstrated that epidermal α3β1 promotes the wound macrophage population through the secreted factor CSF-1 [54]. It remains to be seen whether LN332 treatment stimulates other α3β1-dependent reparative processes beyond re-epithelialization, such as changes in the inflammatory response. Combining similar studies with a bacterial wound challenge, for instance, would also be informative towards understanding the complete utility of LN332 in the wound healing process.

An important consideration for the therapeutic translation of LN332 is its large, heterotrimeric structure. It is likely that recombinant LN332 must retain the appropriate heterotrimeric structure and functional domains to engage integrin α3β1 and for incorporation into the nascent BM. This may present challenges related to protein stability, delivery, and formulation in the wound environment. As a multidomain extracellular matrix protein composed of α3, β3, and γ2 chains, recombinant LN332 may be susceptible to proteolytic degradation within the protease-rich milieu of a wound, and maintaining the structural integrity and biological activity of the heterotrimer following topical administration will be essential. In addition, the relatively large size and complex assembly of LN332 may complicate production, purification, storage, and formulation compared with smaller recombinant proteins or peptides, although the commercial availability of recombinant LN332 indicates that these challenges are not insurmountable. Nevertheless, topical delivery offers a potentially practical route for localized administration, and strategies such as incorporation into protective biomaterials or hydrogel formulations could potentially enhance protein stability, retention, and sustained availability at the wound site. Importantly, the present findings provide proof-of-concept that augmenting the LN332–integrin α3β1 axis can promote re-epithelialization, but further studies will be necessary to determine the optimal dose, formulation, treatment frequency, and stability of recombinant LN332 in clinically relevant wound environments. Thus, although the complexity of LN332 presents translational challenges, its localized mechanism of action and the potential for topical delivery support further investigation of LN332-based approaches as a therapeutic strategy for impaired cutaneous wound healing.

Indeed, hydrogel- and ECM-based wound therapies have been gaining traction in recent years [55,56,57,58], and distinct ECM proteins, such as collagen I, have been shown to support aspects of wound healing and can be found in commercially available wound dressings [5]. We found that higher doses of collagen I trended toward enhancing wound re-epithelialization in our model (Figure S3). However, unlike collagen I, LN332 is not expected to contribute substantially to the tensile strength of the healing wound. Therefore, these ECM components may work best in combination in the wound clinic, providing complementary benefits by promoting both re-epithelialization and tissue integrity. Furthermore, the use of collagen I in therapeutic wound dressings indicates that treatment with other ECM proteins, like LN332, should be practically feasible.

## Figures and Tables

**Figure 1:**
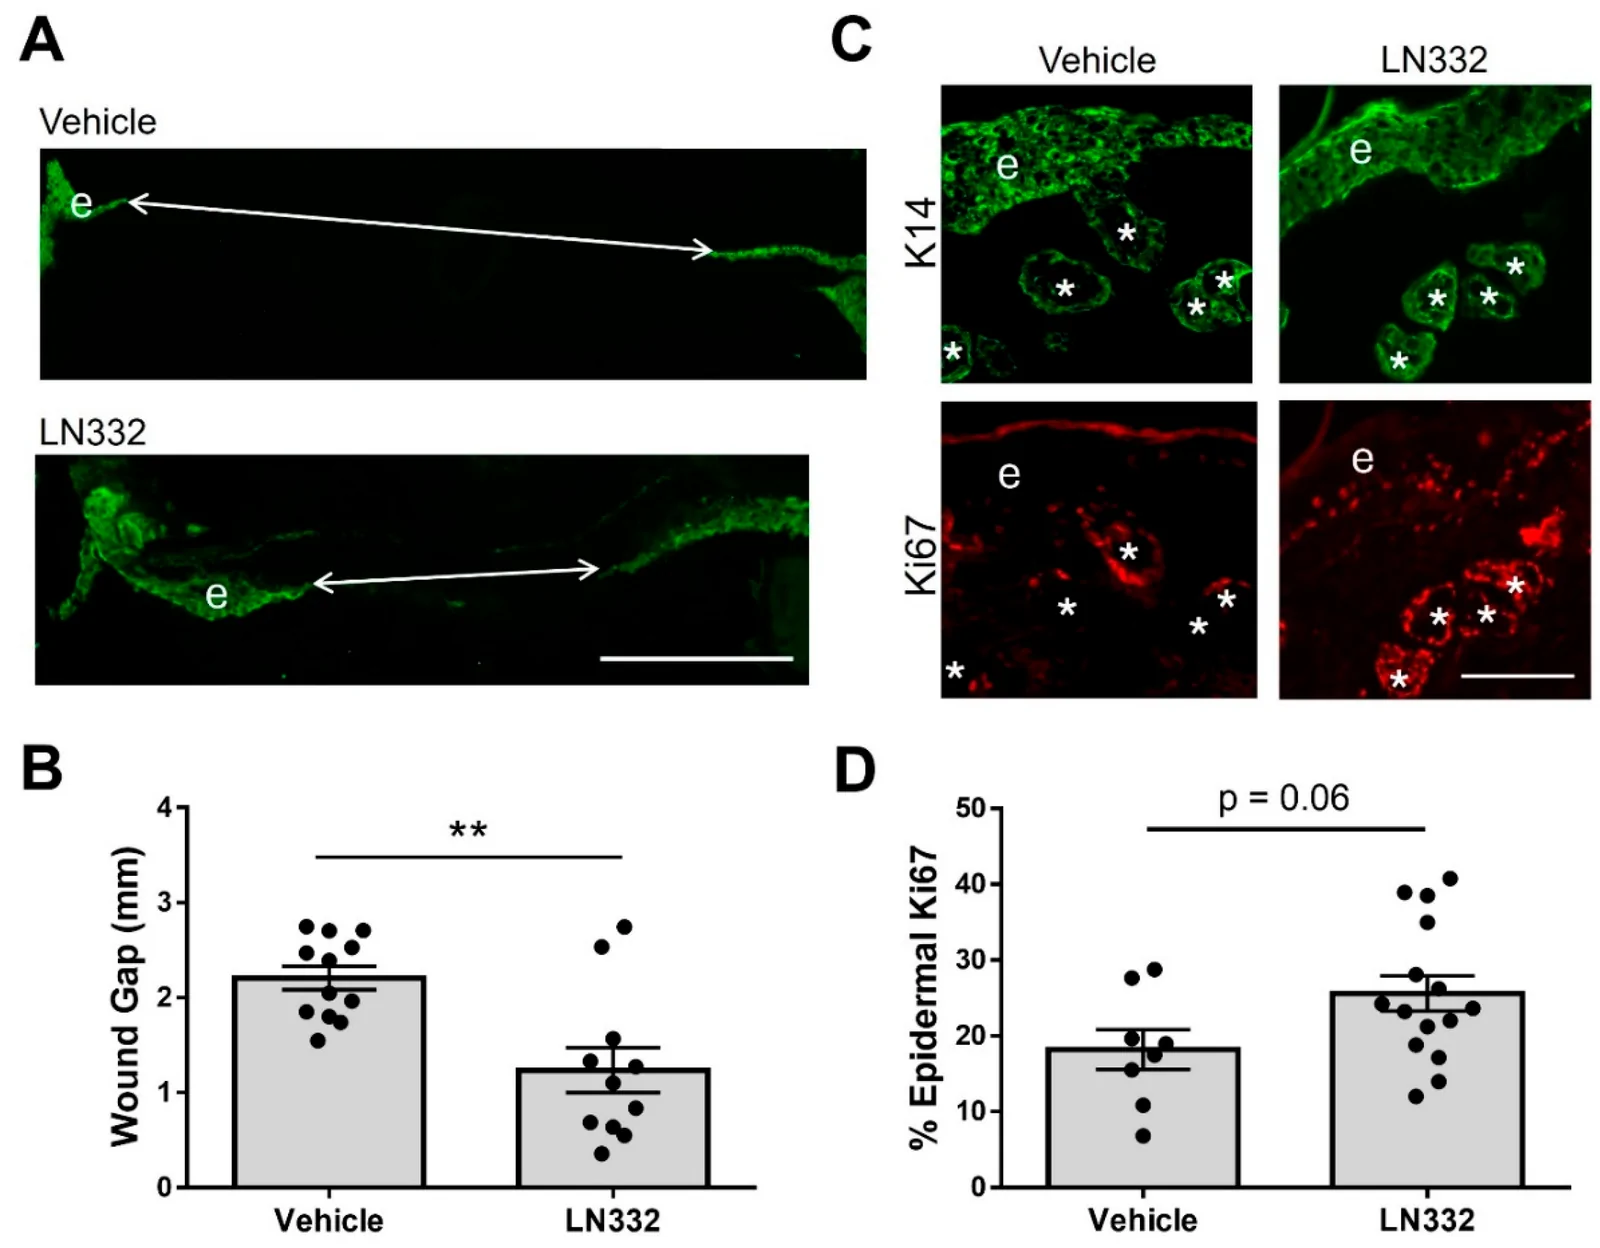
LN332 treatment accelerates cutaneous murine wound closure. Full-thickness wounds on mouse dorsum were treated for three consecutive days with LN332 or vehicle control. (**A**,**C**) Cryosections of 3-day, partially re-epithelialized wounds were prepared. Immunofluorescence with (**A**) anti-K14 to mark the epidermis (green) or (**C**) anti-K14 (green) together with proliferation marker anti-Ki-67 (red); representative images shown; (**A**) arrows indicate wound gap; e, epidermis; scale bar = 500 μm; (**C**) e, epidermis; *, hair follicle; scale bar = 50 μm. (**B**) Graph shows wound gap distance between wound edges as shown in (**A**). (**D**) Graph shows percentage of epidermal cells that are Ki67-positive as shown in (**C**). Data are mean ± SEM; *n* ≥ 8 wounds per treatment group; Student’s *t*-test; **, *p* < 0.01; *p* value approaching significance reported.

**Figure 2:**
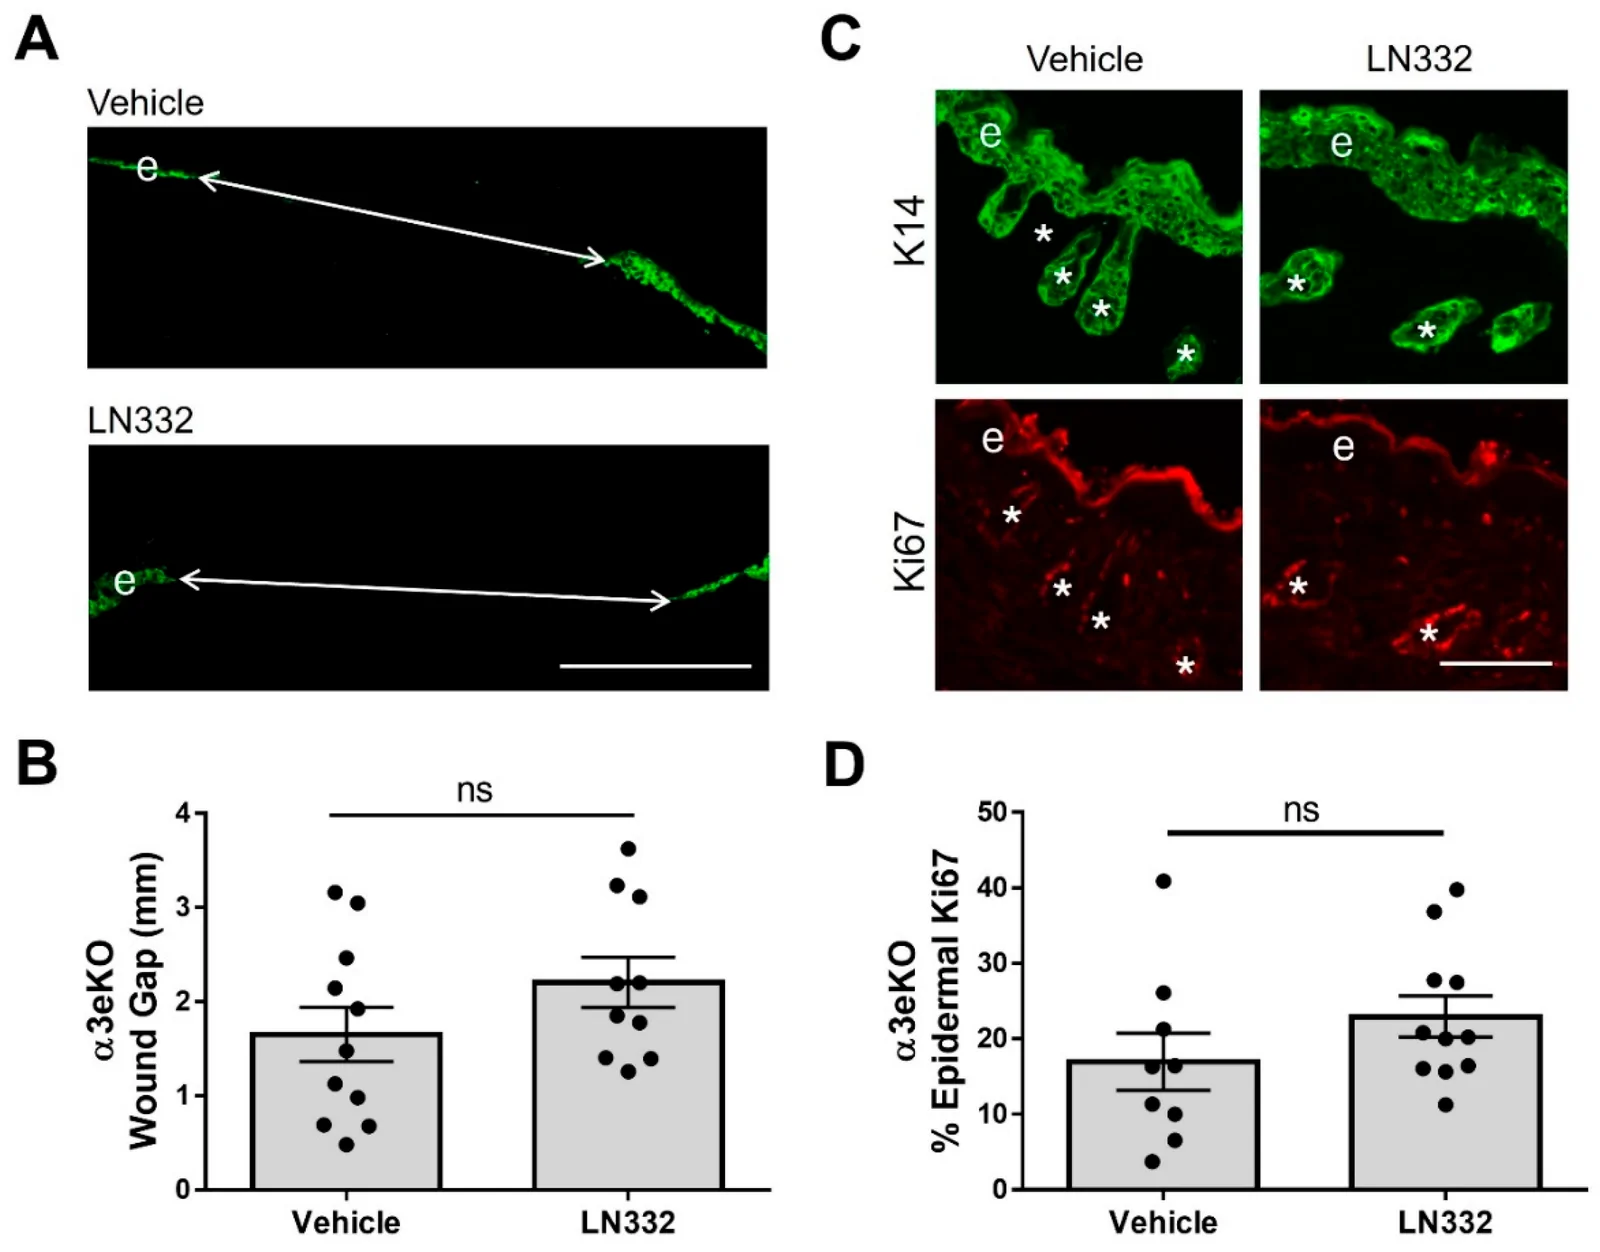
LN332 treatment does not accelerate cutaneous wound closure in mice that lack epidermal LN332 receptor, integrin α3β1. K14^CreERT^::α3^flx/flx^ mice were treated with topical 4OHT five and three days prior to wounding to knockout epidermal integrin α3β1. Full-thickness wounds on mouse dorsum were treated for three consecutive days with LN332 or vehicle control. (**A**,**C**) Cryosections of 3-day, partially re-epithelialized wounds were prepared. Immunofluorescence with (**A**) anti-K14 to mark the epidermis (green) and (**C**) anti-K14 (green) together with proliferation marker anti-Ki-67 (red); representative images shown; (**A**) arrows indicate wound gap; e, epidermis; scale bar = 500 μm; (**C**) e, epidermis; *, hair follicle; scale bar = 50 μm. (**B**) Graph shows wound gap distance between wound edges as shown in (**A**). (**D**) Graph shows epidermal cell percentage that is Ki67-positive as shown in (**B**). Data are mean ± SEM; *n* ≥ 9 wounds per treatment group; Student’s *t*-test; ns, not significant.

**Figure 3:**
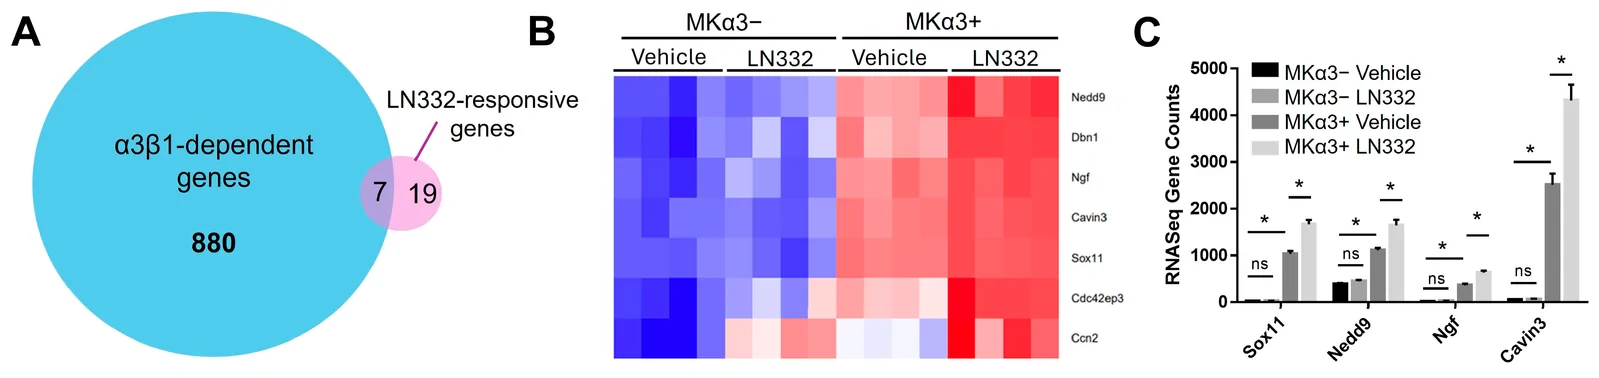
RNA sequencing identifies α3β1-dependent and LN332-responsive genes of the keratinocyte transcriptome. RNA from MKα3− and MKα3+ cells treated with LN332 or vehicle control were submitted for RNA sequencing (Genewiz). (**A**) Venn diagram depicting the number of α3β1-dependent (blue circle; 880 genes) and LN332-responsive genes (purple circle; 19 genes); 7 genes represent the overlapping gene set. (**B**) Heatmap of differential gene expression of the 7 genes identified as both α3β1-dependent and LN332-responsive. (**C**) In total, 4 of the 7 genes identified in panel b displayed no significant difference upon LN332 treatment in MKα3− cells but showed significant upregulation with LN332 treatment in MKα3+ cells. *n* = 4; graphs are mean ± SEM; one-way ANOVA with multiple comparisons; ns, not significant; *, *p* < 0.05.

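The heatmap of Fig. 3B also holds *Dbn1*, *Cdc42ep3* and *Ccn2*. *Dbn1* (Entrez 56320, chromosome 13, 55473428 to 55488126) rose from 42.1 ± 8.25 to 82.5 ± 1.57 CPM (SD, n = 4) with LN332 in MKα3+ cells, a log2 fold change of 0.99 (SE 0.18, adjusted p = 0.0439 from limma-voom). In MKα3− cells it was at 5.83 ± 2.02 and 11.1 ± 4.50 CPM, a log2 fold change of 0.86 (SE 0.28, adjusted p = 0.197). *Cdc42ep3* (Entrez 260409, chromosome 17, 79333723 to 79355091) rose from 31.2 ± 3.25 to 55.6 ± 5.86 CPM in MKα3+ cells, a log2 fold change of 0.83 (SE 0.15, adjusted p = 0.0466), and from 11.2 ± 1.83 to 21.3 ± 7.40 CPM in MKα3− cells, a log2 fold change of 0.86 (SE 0.19, adjusted p = 0.0594). With the replicate number as a block, the adjusted p of *Cdc42ep3* in MKα3− cells was 0.0164 and that of *Dbn1* was 0.0631. *Ccn2* (Entrez 14219, chromosome 10, 24595442 to 24598683) rose from 77.5 ± 9.10 to 220 ± 69.3 CPM in MKα3+ cells, a log2 fold change of 1.45 (SE 0.21, adjusted p = 0.0221), and from 33.4 ± 8.07 to 134 ± 32.1 CPM in MKα3− cells, a log2 fold change of 2.01 (SE 0.22, adjusted p = 6.84e-04). In MKα3− cells a two-sided exact permutation test of the CPM gave p = 0.0857 for *Dbn1* and p = 0.0286 for both *Cdc42ep3* and *Ccn2*. Transcripts on the opposite strand overlap exons of *Cdc42ep3* and *Ccn2*, so their counts are uncertain.

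**Figure D2:**
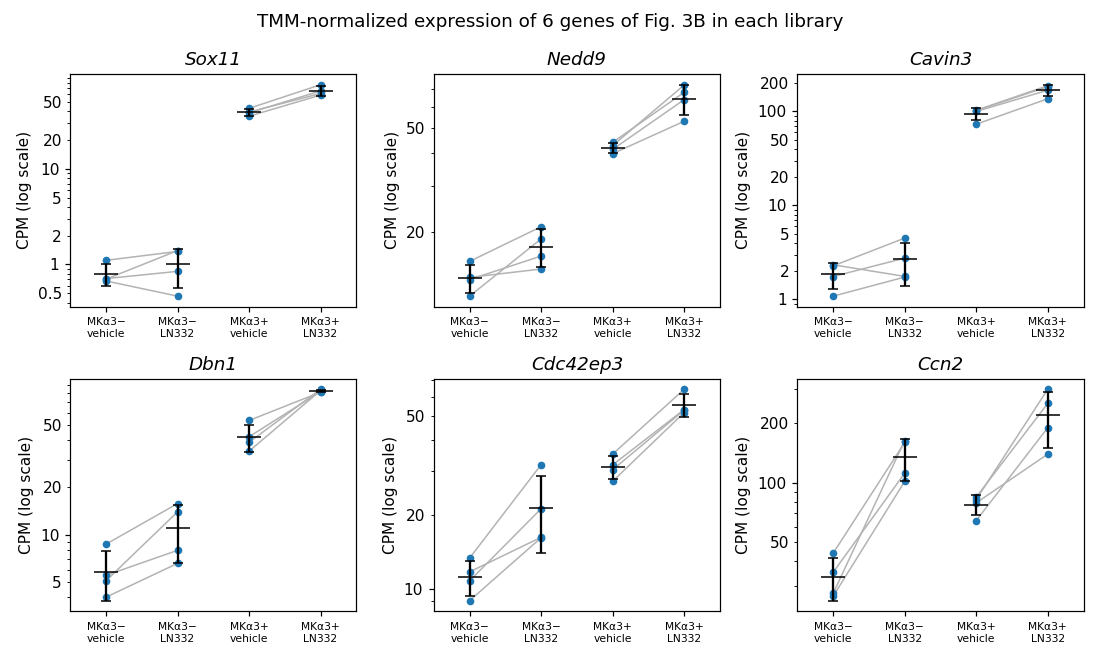
TMM-normalized CPM of 6 genes of Fig. 3B in each library, on log scales, by cell line and treatment, where points are libraries, grey lines join libraries of the same line with the same replicate number, and black bars give the mean ± SD of 4 libraries. All 6 genes start lower in MKα3− than in MKα3+ cells, and in MKα3+ cells all 4 lines rise for each gene.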

**Figure 4:**
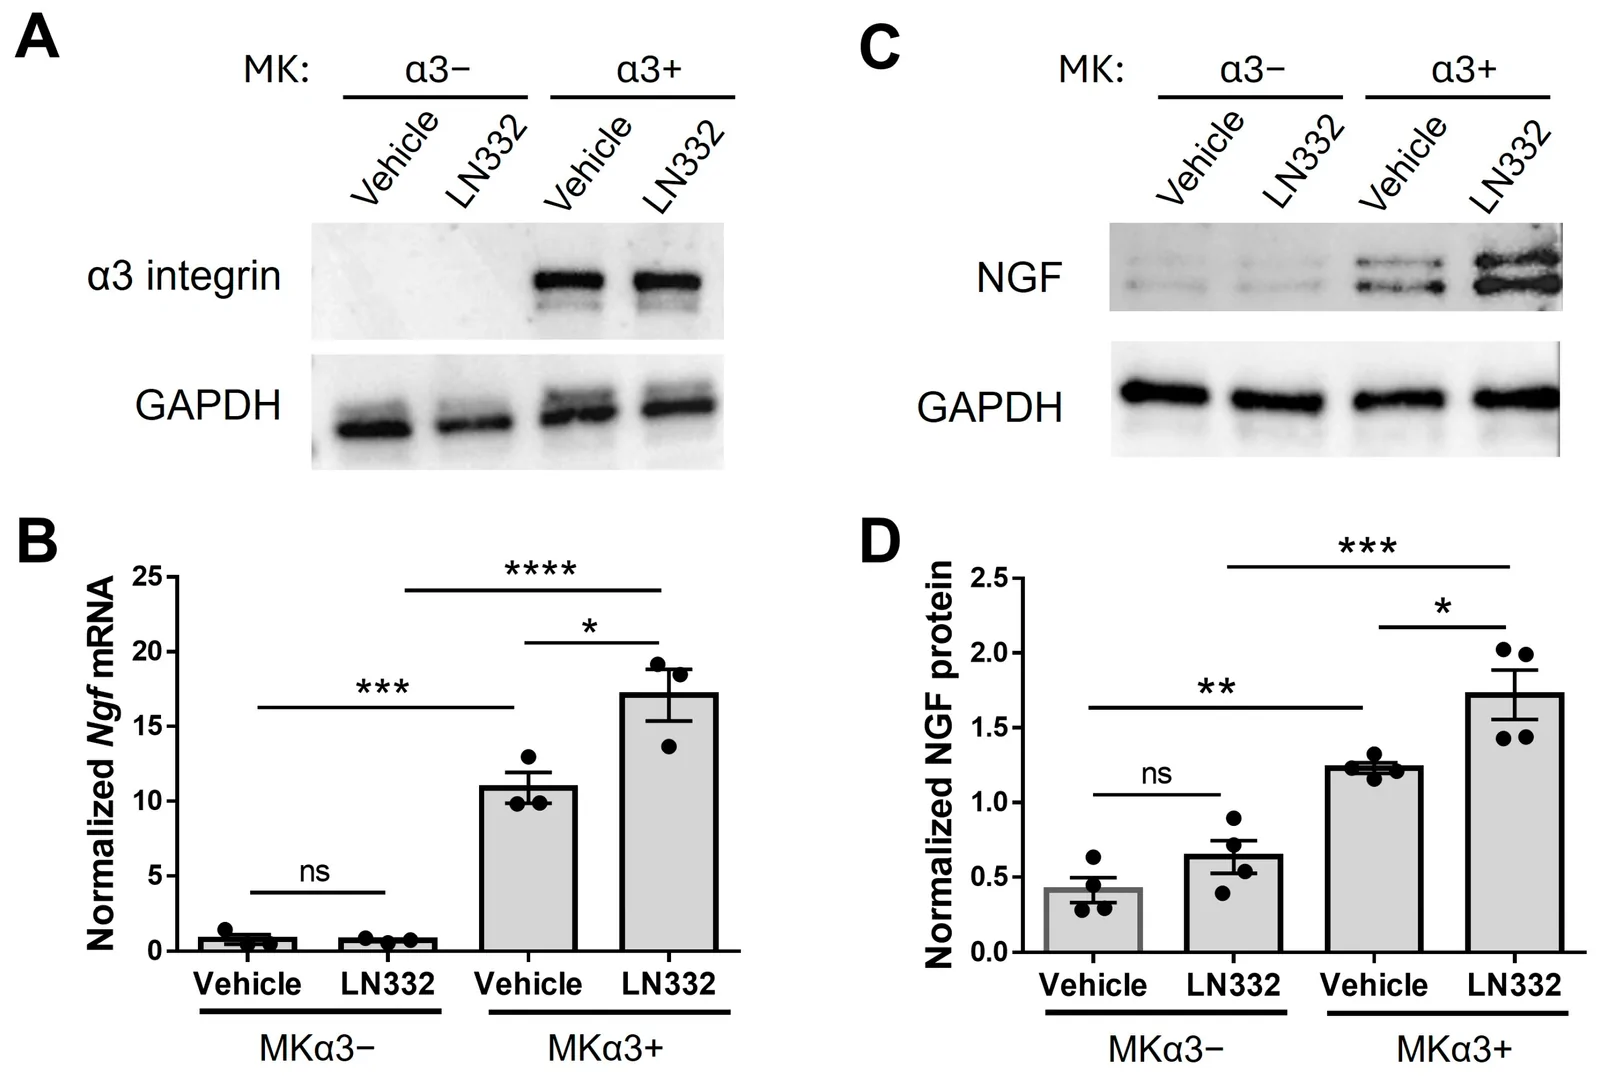
NGF is α3β1-dependent and LN332-responsive in keratinocytes. MKα3− and MKα3+ cells were treated with LN332 or vehicle control; samples were prepared for qPCR and immunoblotting. (**A**) Representative immunoblot confirms appropriate α3 integrin expression in MK cell lines; GAPDH, loading control. (**B**) Real-time qPCR measures *Ngf* mRNA (*n* = 3) and (**C**,**D**) immunoblotting measures NGF protein; (**C**) representative immunoblots shown; GAPDH, loading control. (**D**) Quantitation of NGF protein from immunoblots shown in (**C**); *n* = 4. (**B**,**D**) Graphs are mean ± SEM; one-way ANOVA with multiple comparisons; ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

**Figure 5:**
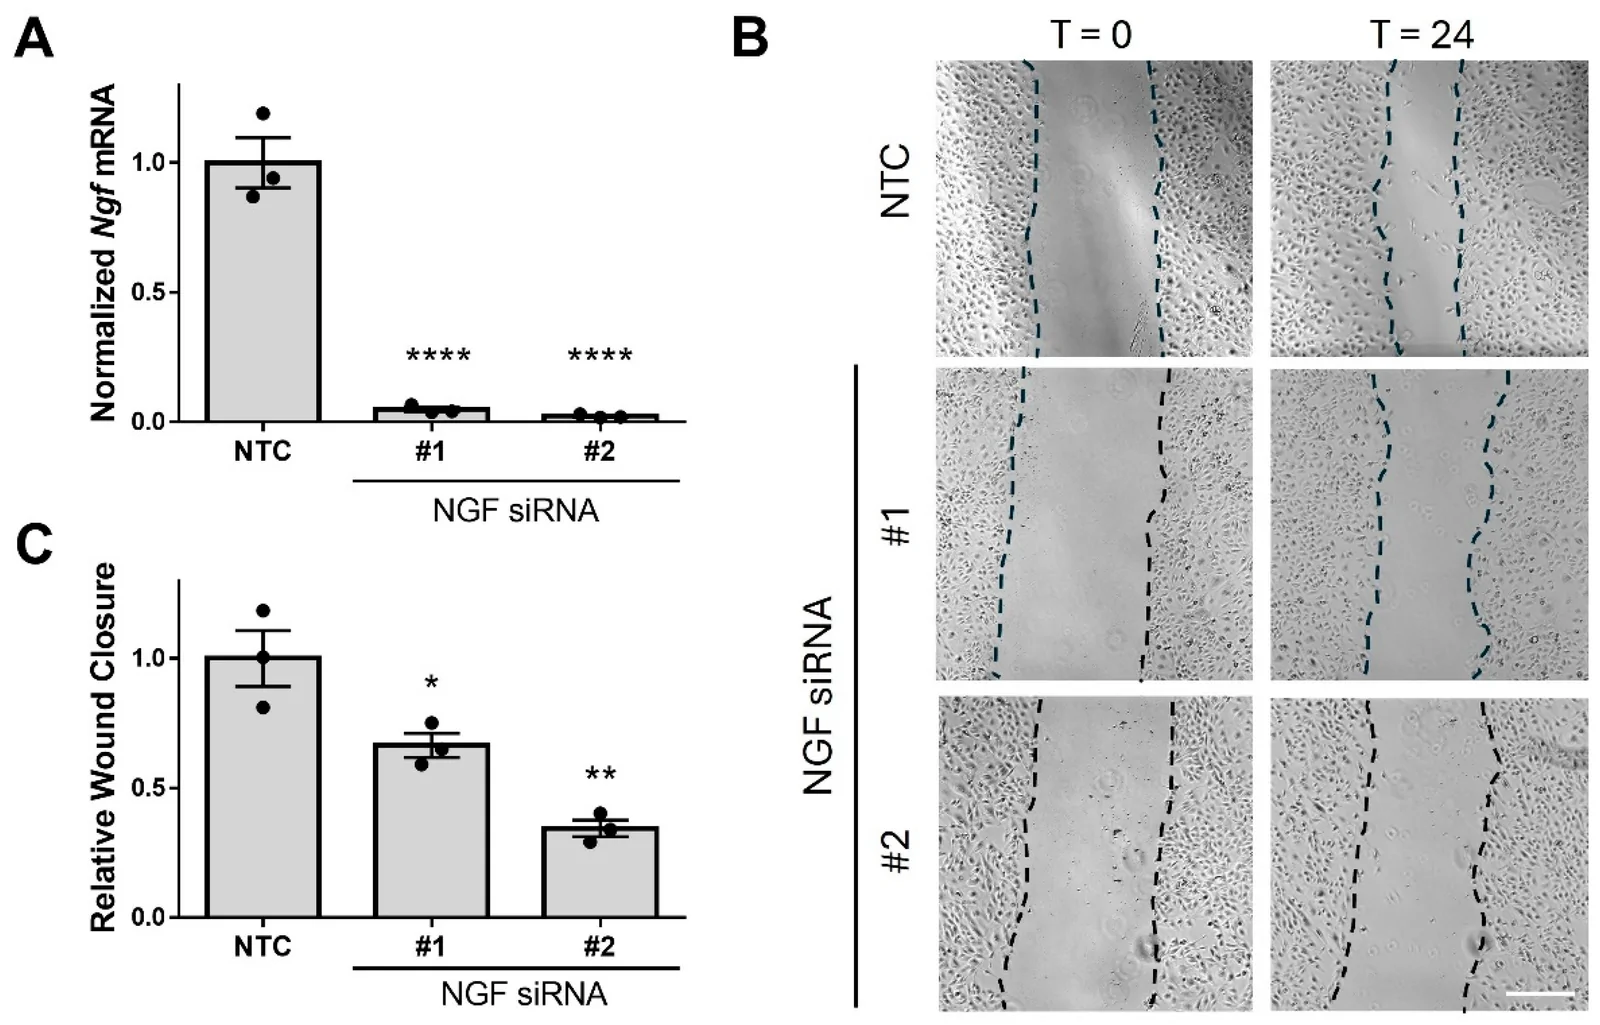
*Ngf* knockdown inhibits in vitro scratch wound closure. MKα3+ cells were transfected with *Ngf*-targeting siRNAs #1 or #2, or with a non-targeting control siRNA (NTC) for 72 h. (**A**) Real-time qPCR measures *Ngf* mRNA to confirm knockdown (*n* = 3). (**B**,**C**) In vitro scratch wound assays were performed and imaged at time 0 and 24 h. (**B**) Representative images from each timepoint are shown; dotted lines mark borders of the original (T = 0) and healing (T = 24) scratch wound; scale bar = 500 μm. (**C**) Graph shows relative wound closure. (**A**,**C**) Data are mean ± SEM; *n* = 3; one-way ANOVA with multiple comparisons; *, *p* < 0.05; **, *p* < 0.01; ****, *p* < 0.001.

**Figure 6:**
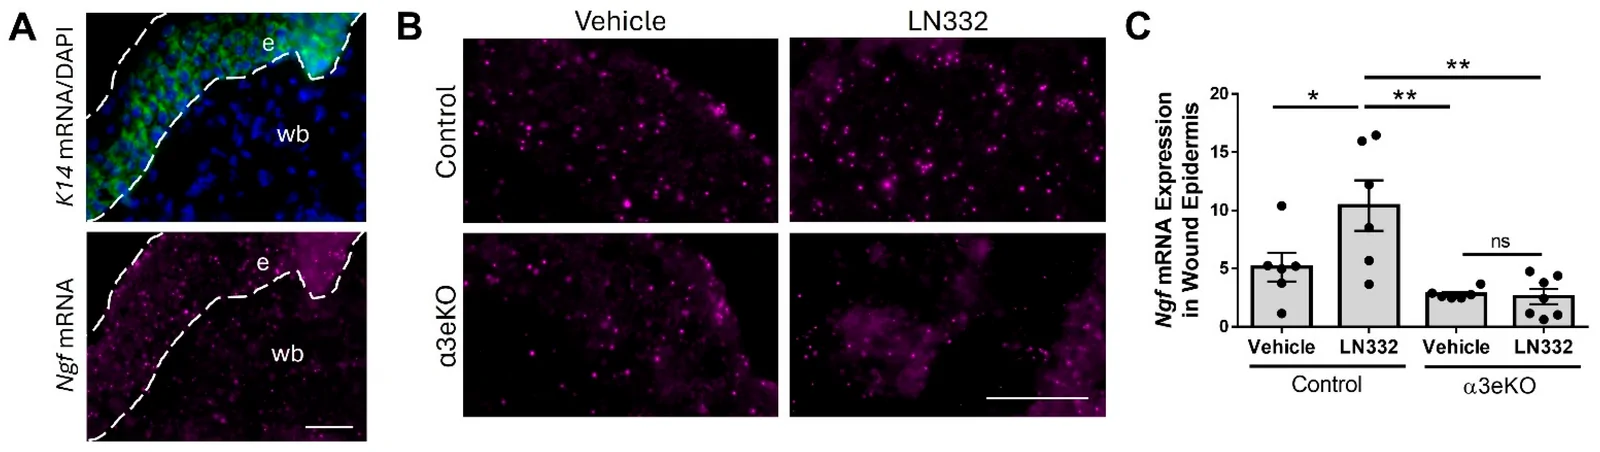
Induction of *Ngf* by LN332 is α3β1-dependent in wound keratinocytes in vivo. Cryosections of 3-day, partially re-epithelialized, LN332- and vehicle-treated wounds were prepared as in Figure 1. RNA ISH to detect *K14* mRNA (green, to mark epidermis; blue, DAPI) and *Ngf* mRNA (purple) was performed. (**A**) Representative images show ROI site selection, marking wound epidermis; e, epidermis; wb, wound bed; scale bar = 50 μm. (**B**) Representative images from all experimental groups show *Ngf* mRNA puncta fully within an area of wound epidermis; scale bar = 50 μm. (**C**) Graph shows quantitation of *Ngf* mRNA in wound epidermis; mean ± SEM; *n* ≥ 6 wounds per treatment group; one-way ANOVA with multiple comparisons; ns, not significant; *, *p* < 0.05; **, *p* < 0.01.

## Data Availability

RNA sequencing data is available at the GEO repository, accession number GSE336489. Other data will be made available upon request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biomedicines14091969/s1, Figure S1. Confirmation of α3 integrin epidermal knockout in α3eKO mice. K14^CreERT^::α3^flx/flx^ mice were treated with topical 4OHT five and three days prior to wounding to knockout epidermal integrin α3β1, or with a vehicle control. Cryosections of skin were prepared and immunofluorescence with anti-α3 integrin was performed; representative images shown; e, epidermis; d, dermis; scale bar = 50 μm. Figure S2. The mRNA levels of all subunits of integrin α3β1 and LN332 are upregulated in wounds compared to intact skin. A publicly available dataset analyzing intact human skin versus wounded human skin (GSE28914) was interrogated for differential gene expression (DGE) of the following gene panel: *ITGA3*, *ITGB1*, *LAMA3*, *LAMB3*, and *LAMC2*. DGE is displayed as a heatmap showing expression relative to intact skin. Benjamini-Hochberg False Discovery Rate (FDR) adjusted *p*-values; **, *p* < 0.01; ***, *p* < 0.001. Figure S3. Assessment of collagen treatment in murine wound closure. Full-thickness wounds on mouse dorsum were treated for three consecutive days with 3.75 mg/mL collagen, 0.01 mg/mL collagen, or vehicle control. Cryosections of 3-day, partially re-epithelialized wounds were prepared. Immunofluorescence with anti-K14 to mark the epidermis was performed and wound gaps were measured. Graph shows wound gap measurements; data are mean ± SEM; *n* ≥ 6 wounds per treatment group; student’s *t*-test comparing each collagen treatment to vehicle; ns, not significant; *p* value approaching significance reported. Figure S4. Treatment of MKα3+ cells with LN332-containing culture medium supported faster in vitro scratch wound closure. In vitro scratch wound assays were performed in MKα3+ cells. After time 0 images were taken, cultures were treated with either LN332- or vehicle-containing culture medium (control) and placed in incubator to “heal” for 18 h. Scratch wounds were re-imaged after 18 h. (A) Representative images from each timepoint are shown; scale bar = 500 μm. (B) Graph shows % wound closure; data are mean ± SEM; *n* = 4; student’s *t*-test; *, *p* < 0.05. Figure S5. ERK signaling regulates NGF expression in keratinocytes. MKα3+ cells were treated with MEK/ERK inhibitor, trametinib, and cell lysates were prepared and immunoblotted for (A,B) pERK with ERK as a loading control and (C,D) NGF with GAPDH as loading control. (A,C) Representative blots shown. (B,D) Graphs show normalized levels of (B) pERK and (D) NGF relative to their respective loading controls; data are mean ± SEM; *n* = 3; student’s *t*-test; **, *p* < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

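The measurements are RNA-seq counts from MKα3− and MKα3+ mouse keratinocytes treated with vehicle or with LN332 at 0.02 mg/mL for 16 to 24 h, with 4 replicates in each of the 4 groups. The authors mapped reads to mm10 with the align function of Rsubread at default settings, counted them per gene with featureCounts on the built-in Entrez annotation, and deposited the raw counts, without normalization, of 14474 genes in 16 libraries. The strand setting of the counting is not named in the methods, so genes whose exons overlap on opposite strands are reported as uncertain. The deposited counts had already passed a filter, since every gene had more than 0.5 CPM in at least 6 libraries and 203 genes had it in exactly 6. The methods' filter of more than 0.5 CPM in at least 3 libraries therefore removed 0 genes. Of the 14474 genes, 284 had no symbol and are given by their Entrez identifier.

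Total counts per library were between 21735708 and 29338370, with a median of 27036993. At this depth *Sox11* in MKα3− cells rests on between 13 and 36 counts per library, and the SE of its LN332 response there was 0.38. Replicates were compared before they were averaged, and the smallest chi-square per degree of freedom between 2 replicates of a group was 5.43, so no pair differed by as little as sampling noise.

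From the counts, TMM factors were computed with edgeR 4.0.16, and voom weights, group contrasts and empirical Bayes statistics with limma 3.58.1 in R 4.3.3. All 16 libraries entered a single fit with a coefficient for each group. The contrasts were MKα3+ against MKα3− cells in vehicle (taken as α3β1-dependent) and in LN332, LN332 against vehicle in each line (in MKα3+ cells taken as LN332-responsive), the average of the last 2, and their difference. The paper's text does not name the contrasts behind its lists. Adjusted p-values are from limma-voom with Benjamini-Hochberg adjustment over all genes unless another tool is named. CPM values are TMM-normalized, and the exact permutation tests compare the means of 4 libraries against 4 over 70 splits, two-sided. The paper's one-way ANOVA of Fig. 3C was not repeated because of the group size. Gene sets for ERK and YAP targets, with 10 and 21 genes, were tested with limma's camera.

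The replicate numbers come from the sample labels, where each number occurs once in every group. For the main gene lists, the genes of Fig. 3C reported here and the gene sets, fits with the replicate number as a block are reported beside the fits without it.

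The genes named are the genes of Fig. 3B, the subunit genes of integrins α3β1 and α6β4 and of LN332, for each α3 contrast the 3 genes with the largest log2 fold change in each direction among those past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups, the 5 largest in each direction of each longer LN332 list, and the members of the 2 gene sets past the threshold in an LN332 contrast. Of the genes this rule gives, 2 are not reported here. Genes named outside this rule, among them the other genes of the overlap, were chosen after their values were seen.

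The procedure was tested on simulated data with the real genes and library sizes, and with the means of vehicle-treated MKα3− cells in every group. In these data 200 genes with at least 1 CPM were changed by a log2 fold change of 1. Of genes changed with LN332 in MKα3+ cells alone, 81.5% were recovered in the LN332 contrast with 3 false calls, and 62% in the interaction with 4 false calls. In data with no changed gene, 0 genes were called. The simulated libraries shared no effect of replicate number, unlike the real ones. The interactions of *Sox11*, *Nedd9* and *Cavin3* were between 0.23 and 0.52, under the simulated change, so the 62% does not apply to them.

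The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, DESeq2's size factors or library size alone in limma-voom, no filter on low counts, at least 10 counts in every library (12795 genes), the replicate block, sample quality weights, only the groups compared in the fit, other minimum fold changes, other definitions of the 2 lists, and each of the 16 libraries left out in turn. A correction for the GC content and length of genes, edgeR with the replicate block, thresholds in a single direction and the removal of regional medians were added later. Gene positions were taken from GRCm38.p6, to which 97.2% of the genes were matched. Overlaps, GC content and length were taken from the GENCODE annotation of the mouse genome. GC content and length were known for 91.2% of the genes, and the others were left uncorrected.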

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

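All tests of explanations in this part were chosen after the results were seen.

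Of 84 groups of 4 libraries tested, 8 had a single library far from the other 3, against 4.20 expected by chance. *Cavin3* was at 73.2 CPM in vehicle-treated MKα3+ replicate 2 and between 100 and 103 CPM in the other replicates. *Sox11* was at 1.11 CPM in vehicle-treated MKα3− replicate 4 and between 0.673 and 0.712 CPM in the others. *Lamb3* was at 1490 CPM in LN332-treated MKα3− replicate 3 and between 1007 and 1077 CPM in the others, and *Dsc3* at 112 CPM in vehicle-treated MKα3− replicate 3. The share of counts on the ribosomal RNA gene *Rn45s* was 1.42% in LN332-treated MKα3− replicate 1 and between 0.503% and 0.654% in the other replicates, and the same library had the largest share of mitochondrial counts, 2.83%. No biological explanation was tested for these libraries.

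LN332-treated MKα3+ replicate 1 stood apart for 3 genes: *Cdc42ep3* at 64.3 CPM, *Itga3* at 272 CPM, and *Itgb1* at 542 CPM against 780 to 823 CPM in the other replicates. Its total count was 96.5% of the group's median, so its size does not set it apart. Its share of counts on *Rn45s* was 1.06%, against 0.520% to 0.748% in the group's other replicates. LN332-treated MKα3− replicate 1 also had the largest share of its group. After correction for GC content and length, 2 of the 3 genes still stood apart, which leaves those 2 unexplained by that bias. In the other 3 groups, replicate 1 was the extreme library in the same direction for 5 of 9 combinations of gene and group, against 2.25 expected if every library were as likely, and *Itgb1* was lowest in replicate 1 of all 4 groups. A cause shared by libraries with the same replicate number therefore cannot be told apart from a fault of this library. With 4.20 groups expected by chance, chance cannot be ruled out either, and no biological explanation was tested.

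The rise in CPM with LN332 was larger in MKα3+ than in MKα3− cells for *Nedd9*, *Dbn1*, *Cavin3*, *Sox11* and *Cdc42ep3*, with p = 0.0286 for each in an exact permutation of the paired differences between the lines, the smallest p that design allows. This test was added after the values were seen. The rise was 26.4 ± 4.79 CPM in MKα3+ and 0.222 ± 0.373 CPM in MKα3− cells for *Sox11*, and 74.5 ± 10.5 and 0.821 ± 1.15 CPM for *Cavin3* (SD, n = 4 pairs). All 5 genes start higher in MKα3+ cells, and an equal fold change gives a larger rise in CPM from a higher start. On the log2 scale of limma-voom the smallest unadjusted interaction p among the 5 genes was 0.205, for *Sox11*. With the replicate number as a block, the interaction was 0.47 for *Sox11*, 0.39 for *Cavin3* and 0.22 for *Nedd9*. It was 0.12 for *Dbn1* and -0.03 for *Cdc42ep3*, and the adjusted p-values of the 5 genes from limma-voom were between 0.992 and 0.995. The sixth gene of Fig. 3B reported here, *Ccn2*, rose by 142 ± 65.7 CPM in MKα3+ and 101 ± 30.2 CPM in MKα3− cells (SD, n = 4 pairs, exact permutation p = 0.343), and its log2 fold change was smaller in MKα3+ cells, with an interaction of -0.55 (unadjusted p = 0.0877 from limma-voom, 0.435 when adjusted over the 6 genes). On log2(CPM + 1), the exact permutation p was 0.0286 for *Sox11*, 0.0571 for *Cavin3*, 0.2 for *Nedd9*, 0.486 for *Dbn1* and 0.886 for *Cdc42ep3*, a scale on which the added 1 shrinks the changes of the genes that are low in MKα3− cells. A larger response of these genes in MKα3+ cells therefore cannot be told apart from an equal fold change at a higher starting level.

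LN332 changed 44 genes in MKα3− cells, a list the paper does not report. With library size alone in place of TMM, 32 of the 44 were still called, after correction for GC content and length 28, and without LN332-treated MKα3− replicate 1, the library with the largest *Rn45s* share, 41. Among the 8 splits of these libraries that part every same-numbered pair, 1, the real one, gave as many genes, and the 7 others, which swap the treatments of 1 or 2 replicates, gave 0 genes. With 8 splits the share cannot fall under 0.05 whatever the outcome, so this count could not tell the list apart from a chance split. A response to LN332 through receptors other than α3β1 is a hypothesis that may explain the list, and it was not tested. With the replicate number as a block the list was 259 genes and held all 44, and all 44 changed in the same direction in MKα3+ cells. The list also depended on single libraries, with 1 gene left without vehicle-treated MKα3− replicate 3 and 150 genes called without LN332-treated MKα3− replicate 1, and with only the groups compared in the fit it held 1 gene, *Ccn2*.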

How the results depend on the processing

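The main tests, thresholds, contrasts and alternatives were set before the data were examined. Chosen after the results were seen were edgeR with the replicate block, the corrections for GC content and length, the thresholds in a single direction, the subtraction of regional medians, the YAP set without *Ccn2*, the ERK set in MKα3− cells, the interaction of both sets, the adjustment over 6 genes of Fig. 3B, the permutation and the fit of paired differences, and the tests of regional shifts, of other splits and of single libraries that stood apart. The cause of the changes below was not tested unless stated.

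The number of α3β1-dependent genes stayed within 1.5 times 2676 in vehicle and 2987 in LN332 under every choice of test, normalization, low-count filter, block, weighting and left-out library (from 2345 to 2754 and from 2590 to 3338 genes across the 16 fits that each left out a library). It moved with the threshold, to 4115 and 4654 genes without a minimum fold change and to 1362 and 1345 genes with a minimum log2 fold change of 1. Genes higher in MKα3+ cells alone, at that minimum, numbered 899. The filter on CPM removed no gene, so dropping it could not move any result.

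The LN332 lists depended on most choices. They are given as the count in MKα3+ cells, in MKα3− cells, in both averaged, and in the overlap with the α3β1-dependent genes, where the count moved by more than 1.5 times. With the replicate block they were 218, 259, 363 and 106, and they held 27, 44, 194 and 14 of the 27, 44, 196 and 14 genes. The 24 same-numbered library pairs correlated at 0.233, so part of the spread is shared by replicate number. With edgeR's quasi-likelihood test the MKα3+ list was 4 genes (*Ccn2*, *Serpinb2*, *Gc* and *Pttg1ip*), the overlap 2, and 1 of 6 genes of Fig. 3B stayed in it. With edgeR and the block, the 4 counts were 201, 242, 356 and 90. DESeq2 gave 118 genes in MKα3+ cells (90 higher and 28 lower), 158 in MKα3− cells (104 higher and 54 lower) and an overlap of 51. Library size alone gave 3 genes in MKα3+ cells (2 higher and 1 lower, *Ccn2*, *Serpinb2* and *Pnkd*), an overlap of 1, 1 gene of Fig. 3B, and 74 genes in MKα3− cells, of which 24 were higher and 50 lower, against 35 and 9 with TMM. It moved the median LN332 change of all genes by less than 0.1, from -0.01 to -0.08 in MKα3+ cells. In both averaged it gave 258 genes, 84 higher and 174 lower, against 133 and 63. Sample quality weights gave 454 (241 higher and 213 lower), 123, 464 (221 higher and 243 lower) and 234. With only the groups compared in the fit, the MKα3+ list was 106 genes, the MKα3− list 1 gene (*Ccn2*) and the overlap 50, and the ERK set in MKα3+ cells had a mean change of 0.23 with an adjusted p of 0.0825 over the 4 set tests. A minimum log2 fold change of 1 left 5 (*Ccn2*, *Muc16*, *Serpinb2*, *F3* and Entrez 100861595), 6, 13 and 1 genes, the last being *Ccn2*, the 1 gene of Fig. 3B left. With no minimum fold change the averaged list was 637 genes. Taking LN332-responsive as the average of both lines gave an overlap of 80. With correction for GC content and length and the block, the counts were 239, 222, 347 and 125, and the interaction gave 1 gene, *Ccl2* (log2 fold change 0.88, adjusted p = 0.0442). It gave 0 genes under the other settings it was run with, and 164 at an unadjusted p-value under 0.05 in the fit without a block and 517 in the fit with it. The overlap of the lists in a single direction was 7.

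Across the 16 fits that each left out a library, the LN332 list held from 0 to 47 genes in MKα3+ cells, from 1 to 150 in MKα3− cells and from 114 to 321 in both averaged, the overlap from 0 to 23, and the 6 genes of Fig. 3B in it from 0 to 6. In MKα3+ cells the adjusted p ranged over these fits from 0.0153 to 0.157 for *Cavin3*, from 0.00908 to 0.134 for *Sox11*, from 0.0179 to 0.182 for *Nedd9*, from 0.0155 to 0.157 for *Dbn1*, from 0.0107 to 0.171 for *Cdc42ep3* and from 0.00566 to 0.134 for *Ccn2*, while the log2 fold change of *Cavin3* stayed between 0.72 and 0.94. After correction for GC content and length without the block, *Sox11* in MKα3+ cells had an adjusted p of 0.0513, and 5 of the 6 genes stayed in the overlap.

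For the single genes named, the alternatives gave 817 values, of which 755 kept their direction and side of the threshold, 50 became weaker, 11 stronger and 1 reversed, and the fits with a library left out gave 1120, of which 854 kept them, 256 became weaker, 2 stronger and 8 reversed. All reversed values were of changes near 0. With sample quality weights the *Dbn1* interaction was -0.00424. With a library left out, the interaction ranged from -0.11 to 0.30 for *Dbn1* and from -0.14 to 0.16 for *Cdc42ep3*, and the change between the lines from -0.17 to 0.0447 for *Itgb4*. *Cdc42ep3* in MKα3− cells passed with the block (adjusted p = 0.0164), edgeR (0.0392), DESeq2 (5.24e-04) and sample quality weights (0.0138), against a range over all settings from 5.24e-04 to 0.386. *Dbn1* passed there with DESeq2 (0.0219), against a range from 0.0219 to 0.569. The adjusted p of *Nedd9* there ranged from 0.0439 to 0.591.

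The responses of *Sox11* and *Cavin3* were less precise in MKα3− cells, where the SE of the log2 fold change was 0.38 and 0.38 against 0.11 and 0.14 in MKα3+ cells. The counts there were between 13 and 36 and between 32 and 92 per library, and whether depth or the spread between replicates sets this SE was not tested.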

Differences from the paper's values

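Of the settings in this part, the thresholds in a single direction were chosen only after the result was seen.

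The paper reports 880 α3β1-dependent genes, and 2676 were found here. None of the alternatives set before the data were examined closed the gap, and the nearest was a minimum log2 fold change of 1, with 1362 genes. Keeping only genes higher in MKα3+ cells with a log2 fold change over 1 gave 899 genes, a threshold chosen after seeing the values, when 32 counts under other thresholds and contrasts had been looked at.

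The paper reports 7 genes that are both α3β1-dependent and LN332-responsive, and 14 were found here. Of the alternatives set before the data were examined, only fits that left out a library came within 1.5 times the paper's 7: without vehicle-treated MKα3− replicate 2, 3 or 4 (5, 8 and 9 genes), without LN332-treated MKα3− replicate 2 or 3 (5 and 9), and without LN332-treated MKα3+ replicate 2 (7). The other alternatives did not. With only genes higher by more than 1.5-fold with LN332 and higher by a log2 fold change over 1 in MKα3+ cells, the LN332 list was 19 genes and the overlap 7. The 6 genes of Fig. 3B reported here were all in this overlap. This pair of thresholds was chosen after seeing the values, when 7 counts for LN332 had been looked at beside the 32, so its match to the paper's lists was found by search.

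The paper reports 4 genes of the overlap without a response in MKα3− cells, and 11 were found here. The paper's 4 come from a one-way ANOVA of genes of its own overlap. The 11 are genes of the larger overlap found here that did not pass the limma-voom threshold in MKα3− cells. These counts rest on unlike tests and unlike lists. Of the alternatives set before the data were examined, fits without vehicle-treated MKα3− replicate 2 (4) or 4 (6), LN332-treated MKα3− replicate 2 (4) or LN332-treated MKα3+ replicate 2 (6) came within 1.5 times, and the others did not.

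The paper's list of genes that respond in MKα3+ but not in MKα3− cells leaves out *Dbn1* and *Cdc42ep3*. Here neither passed the threshold in MKα3− cells (adjusted p = 0.197 and 0.0594 from limma-voom), a test unlike the paper's one-way ANOVA. *Cdc42ep3* was called there with the replicate block, edgeR's quasi-likelihood test, DESeq2, sample quality weights, and without LN332-treated MKα3− replicate 1 or 3, and *Dbn1* with DESeq2. With settings chosen after the values were seen, *Cdc42ep3* was also called with the correction for GC content and length, with that correction and the block, and with edgeR and the block, and *Dbn1* with edgeR and the block.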

Other observations

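The tests of regional shifts, the gene sets without *Ccn2*, the ERK set in MKα3− cells, the interaction of both sets and the counts of other splits as weighed here were chosen only after the results were seen.

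Of the subunit genes of LN332 and its receptors that are reported, 1 passed the threshold between the lines. *Lamb3* was lower in vehicle-treated MKα3+ than in MKα3− cells (644 ± 66.7 against 1015 ± 123 CPM, SD, n = 4, log2 fold change -0.66, SE 0.14, adjusted p = 0.00195 from limma-voom). *Lama3* had a log2 fold change of -0.39 (adjusted p = 0.0663), *Itgb1* of 0.26 (adjusted p = 0.297), *Itga6* of -0.31 (adjusted p = 0.439) and *Itgb4* of -0.09 (adjusted p = 0.774). Transcripts on the opposite strand overlap exons of *Lama3* and *Itgb4*.

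Across the 14474 genes, the LN332 changes in the 2 lines had a Pearson r of 0.490 and a Spearman rho of 0.514, computed across genes, which are not independent replicates. In the same direction were 100% of the 27 and of the 44 listed genes, and with sample quality weights 92.1% of the 454 genes of the MKα3+ list.

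A set of 10 ERK target genes, chosen because the paper also studies ERK signaling in these cells, rose with LN332 in MKα3+ cells by a mean log2 fold change of 0.23, with 8 of 10 genes higher (adjusted p = 0.00826 from limma's camera over 4 set tests). With the replicate block the adjusted p was 0.0344. In MKα3− cells the mean was 0.07 with an adjusted p of 0.334 over 14 set tests, and the interaction had an adjusted p of 0.0973, so a difference between the lines was not shown. Between the lines in vehicle the set had a mean of 0.24 with an adjusted p of 0.501, and of 0.511 with the block. A set of 21 YAP target genes rose with LN332 by 0.51 in MKα3+ cells with 19 of 21 genes higher (adjusted p = 5.18e-04) and by 0.45 in MKα3− cells with 17 of 21 higher (adjusted p = 0.00309). With the block the adjusted p was 0.00587 and 0.0287 in the 2 lines. The interaction of this set had an adjusted p of 0.501. Without *Ccn2* the adjusted p was 0.00171 and 0.0105 in the 2 lines over the 14 tests.

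Other splits of the libraries were compared with the real split, using only splits that part every same-numbered pair as the real split does; the others swap the labels of 1 or 2 replicates. In each comparison of 2 groups the real split was the only 1 of 8 to give as many genes: MKα3+ against MKα3− cells in vehicle and in LN332, LN332 in MKα3+ cells and in MKα3− cells, and the overlap, with 0 genes for the 7 others. For the interaction, fitted to paired differences, the real split had 941 genes with an unadjusted p-value under 0.05, the most of the 8, and the others had from 220 to 857. The camera p of the real split was the smallest of 8 for ERK in MKα3+ cells and for YAP in each line, 1 of 8 each time, while 5 of 8 splits gave a p as small for ERK between the lines in vehicle. With 8 splits the share cannot fall under 0.05. For LN332 averaged over both lines, 1 of 100 splits drawn from 128, the real one, gave as many genes, and the others gave 0, so chance is not a likely source of that list.

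The genes that differ between the lines were not spread evenly over the genome. The autosomes and the X chromosome were divided into regions of 20 Mb, and 134 of these held at least 20 genes with a mean log2 CPM over 3. In 26 of them the median log2 fold change of MKα3+ against MKα3− cells in vehicle was at least 0.2 from 0. The medians were 0.69 and 0.62 in the first and second regions of chromosome 8, from 0.30 to 0.47 in the first 100 Mb of chromosome 4, and from -0.21 to -0.36 in 5 regions of chromosome 10. When the genes were shuffled among regions 1000 times, at most 2 regions were shifted (permutation p = 0.001, the smallest the shuffles can give). With library size alone 24 regions were shifted, after correction for GC content and length 27, and with the replicate block 27. The same shift, in sign and by at least 0.2, was present in LN332-treated cells in 23 of the 26 regions, and 0 regions were shifted by LN332 in either line. A difference in copy number between the lines is a hypothesis that may explain part of the α3 list, but DNA was not measured, and neighbouring genes that are regulated together would give the same pattern, so these cannot be told apart. The 6 genes of Fig. 3B reported here changed far more than their regions, by log2 fold changes from 1.37 to 5.64 after the regional median was subtracted, and 13 of the 14 overlap genes remained.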
